# Transcriptomic Analysis of Naïve Human Embryonic Stem Cells Cultured in Three-Dimensional PEG Scaffolds

**DOI:** 10.3390/biom11010021

**Published:** 2020-12-28

**Authors:** Christina McKee, Christina Brown, Shreeya Bakshi, Keegan Walker, Chhabi K. Govind, G. Rasul Chaudhry

**Keywords:** three-dimensional culture, self-assembling PEG scaffolds, naïve embryonic stem cells, signaling pathways, mechanotransduction

## Abstract

Naïve human embryonic stem cells (ESCs) are characterized by improved viability, proliferation, and differentiation capacity in comparison to traditionally derived primed human ESCs. However, currently used two-dimensional (2-D) cell culture techniques fail to mimic the three-dimensional (3-D) in vivo microenvironment, altering morphological and molecular characteristics of ESCs. Here, we describe the use of 3-D self-assembling scaffolds that support growth and maintenance of the naïve state characteristics of ESC line, Elf1. Scaffolds were formed via a Michael addition reaction upon the combination of two 8-arm polyethylene glycol (PEG) polymers functionalized with thiol (PEG-8-SH) and acrylate (PEG-8-Acr) end groups. 3-D scaffold environment maintained the naïve state and supported the long-term growth of ESCs. RNA-sequencing demonstrated significant changes in gene expression profiles between 2-D and 3-D grown cells. Gene ontology analysis revealed upregulation of biological processes involved in the regulation of transcription and translation, extracellular matrix organization, and chromatin remodeling in 3-D grown cells. 3-D culture conditions also induced upregulation of genes associated with Wnt and focal adhesion signaling, while p53 signaling pathway associated genes were downregulated. Our findings, for the first time, provide insight into the possible mechanisms of self-renewal of naïve ESCs stimulated by the transduction of mechanical signals from the 3-D microenvironment.

## 1. Introduction

Embryonic stem cells (ESCs) are pluripotent cells capable of unlimited self-renewal and differentiation into all three germ layers [1,2], making them an attractive source for the development of in vitro disease models and drug discovery as well as tissue engineering and cellular therapies [3,4,5]. These applications require stringent conditions for characterization and expansion as well as differentiation of cells into homogenous populations of progenitors or derivatives. However, these processes are hindered both by the limited understanding of pluripotent cell biology as well as current culture techniques [6,7].

Traditionally, human ESCs are derived from the inner cell mass of a preimplantation blastocyst, exhibiting growth characteristics similar to mouse epiblast stem cells (EpiSCs) in vitro [8]. In contrast, mouse ESCs, isolated at an earlier developmental stage, show improved clonal growth and viability following single-cell dissociation and are capable of contributing to blastocyst chimeras [9]. Based on their divergent characteristics in vitro, two distinct stages of pluripotency were proposed, an early naïve state (mouse ESCs) and a primed state (human ESCs and mouse EpiSCs) [10].

Naïve pluripotency affords certain advantages over traditionally derived primed ESCs, including improved proliferation and developmental potential as well as single-cell cloning efficiency and genome editing [11,12]. Consequently, a great deal of effort has been focused on both the reprogramming and establishment of naïve human ESC lines [9,13,14].

Several reports described the successful culture of human ESCs in a naïve pluripotent state using ectopic expression of select genes and inhibitor cocktails [11,15,16,17,18,19]. Recently, improved culture conditions led to the derivation of naïve human ESC lines directly from six to eight-cell embryos [20,21,22]. This has led to an increased understanding of the importance of defined culture media conditions for the modulation of cell signaling and maintenance of pluripotency in vitro.

However, ESC culture practices are still antiquated, relying on adherence to two-dimensional (2-D) tissue-culture polystyrene plates often coated with natural or synthetic substrates mimicking extracellular matrix (ECM) components for the propagation of cells [6]. Generally, 2-D culture conditions fail to mimic the native three-dimensional (3-D) microenvironments that are responsible for the regulation of cell fate in vivo, allowing for dynamic spatial interactions between cells, ECM components, and gradients of soluble factors via biochemical, mechanical, and structural stimuli [23,24,25]. 2-D culture fails to accurately reproduce the physiology of the embryo [26], resulting in the spontaneous differentiation of ESC colonies in vitro [27,28].

Therefore, the development of 3-D culture techniques via the incorporation of bioinductive materials has gained traction in recent years [6]. Natural biomaterials such as collagen type 1, gelatin, alginate, and hyaluronic acid have been studied for the 3-D propagation of human ESCs [29,30,31,32,33]. However, these materials have been shown to induce biological signaling and variability in culture [34]. In contrast, inert synthetic biomaterials can be more easily modified, allowing for tunable mechanical and biophysical properties as well as minimizing batch-to-batch variation [35]. Therefore, synthetic biomaterials may prove to be ideal for the development of the defined 3-D culture conditions needed for the propagation of human ESCs. We have previously demonstrated 3-D culture of naïve mouse ESCs [36] and primed human ESCs [37] using hydrogel scaffolds that resulted in modulation of gene expression and maintenance of pluripotent cells. In this study, we investigated the 3-D culture of naïve human ESCs (Elf1 cells) using self-assembling scaffolds comprised of two synthetic 8-arm polyethylene glycol (PEG) polymers functionalized with thiol (PEG-8-SH) and acrylate end groups (PEG-8-Acr). 3-D culture in the PEG-8-SH/PEG-8-Acr scaffolds supported ESC self-renewal and pluripotency. To determine the effect of culture in the PEG-8-SH/PEG-8-Acr scaffolds on the maintenance of pluripotency, we compared changes in the transcriptomic profile of naïve ESCs grown in 2-D and 3-D culture conditions. The improved understanding of the molecular functions and pathways associated with continued self-renewal of naïve ESCs enriched in 3-D culture may lead to improvements in in vitro culture techniques, thus promoting their use in basic and applied applications.

## 2. Materials and Methods

### 2.1. Maintenance of Naïve ESCs in 2-D Culture

Elf1 cells, a naïve human ESC line isolated from an 8-cell human embryo, were procured from Wicell (Madison, WI, USA) and maintained according to a previously published protocol [22]. Briefly, Elf1 cells were grown adherent to mouse embryonic feeder (MEF) coated 6-well plates and incubated in a medium containing KnockOut/F12 DMEM with GlutaMax (Life Technologies, Carlsbad, CA, USA) with 20% KnockOut serum replacement (Life Technologies), 1 mM sodium pyruvate (Life Technologies), 0.1 mM 2-Mercaptoehtanol (Life Technologies), 1% non-essential amino acids (Life Technologies), and 0.2% penicillin-streptomycin solution (Life Technologies), and supplemented with 12 ng/mL FGF2 (Prospec, Ness Ziona, Israel), 1.5 μM CHIR99021 (Cayman Chemical, Ann Arbor, MI, USA), 0.4 μM PD03296501 (Caymen Chemical) and 0.01 μg/mL human LIF (Prospec). Prior to encapsulation in 3-D scaffolds, cells were transitioned to feeder-free culture in Matrigel-coated 6-well plates (Fisher Scientific, Pittsburgh, PA, USA).

### 2.2. Self-Assembly of 3-D Scaffolds Via Thiol-Michael Addition Reaction for Encapsulation of Cells

8-arm PEG polymers functionalized with thiol and acrylate end groups were purchased from JenKem Technology USA (Plano, TX, USA) and stored in the dark at −20 °C. PEG-8-SH and PEG-8-Acr polymers were combined to facilitate self-assembly, as previously described [37]. Briefly, PEG-8-SH and PEG-8-Acr were separately dissolved in culture media at 2.5 *w/v*% polymer concentration and mixed thoroughly at a 1:1 molar ratio in the presence of oxygen for polymerization via a thiol-Michael addition reaction. The schematic of scaffold formation is depicted in Figure 1. For 3-D culture, ESCs were dissociated into single cells using Accutase (Life Technologies), pelleted at 5 × 10^6^ cells/mL, resuspended in the PEG-8-SH/PEG-8-Acr polymer mixture, and transferred to syringe molds for polymerization, forming 100 µL scaffolds. Following scaffold formation, scaffolds were placed in 24-well culture plates (Fisher Scientific), supplemented with culture medium, and incubated at 37 °C and 5% CO_2_. The medium was changed daily or as needed.

### 2.3. Cell Proliferation of 3-D Grown ESCs

The proliferation of cells grown under 3-D culture conditions was monitored by phase-contrast microscopy, and colony size was quantified by determining the average mean diameter using ImageJ software. Cell growth was also quantified at various time points via direct cell counts using a hemocytometer and an MTT proliferation assay. Briefly, samples were prepared in triplicate experiments and treated with 5 mg/mL MTT reagent (Sigma, St. Louis, MO, USA), incubated at 37 °C for 4 h, and subsequently treated with isopropanol/HCL (15:1) to solubilize the formazan product produced by viable cells [38]. The absorbance of the solubilized formazan was then measured at 570 nm using an Epoch microplate spectrophotometer (BioTek, Winooski, VT, USA), and the background absorbance was subtracted from all experimental values.

### 2.4. Teratoma Formation Assay

The pluripotency of 3-D grown cells was assessed by teratoma formation assays performed in triple experiments. ESCs (1 × 10^6^) were dissociated into single cells following Accutase treatment, resuspended in PBS, mixed with an equal volume of Matrigel (BD Biosciences, San Jose, CA, USA), and injected subcutaneously into the flanks of 4-week-old immunocompromised Fox Chase Severe Combined Immunodeficiency (SCID) Beige mice (Charles River, Wilmington, MA, USA) using a Hamilton syringe. Animals were monitored daily and humanely euthanized by CO_2_ overdose following teratoma formation at 10–12 weeks post-injection. Explanted teratomas were either fixed for histological analysis or flash frozen for RNA isolation and assessed by immunohistochemistry and quantitative real time-polymerase chain reaction (qRT–PCR) for germ layer marker expression, respectively. All procedures involving animals were approved by the Institutional Animal Care and Use Committee of Oakland University (IACUC protocol number: 17,031).

### 2.5. Gene Expression Analysis Using qRT–PCR

Total cellular mRNA was isolated from cells grown in 2-D and 3-D culture conditions using the GeneJET RNA purification kit (Thermo Fisher Scientific). For analysis of germ layer markers, total RNA was extracted from teratoma tissue (100–250 mg) using RNeasy midi kit (Qiagen, Germantown, MD, USA) per the manufacturer’s instructions. cDNA was synthesized using the iScript kit (Bio-Rad, Hercules, CA, USA). qRT–PCR was performed using SsoAdvanced SYBR Green Supermix (Bio-Rad) and the CFX96 real-time PCR system. Triplicate reactions were normalized to reference genes, *HMBS* and *GAPDH.* Primers (IDT Technologies, Coralville, IA, USA) used in this study are presented in Table 1.

### 2.6. RNA-Sequencing (RNA-seq)

Total RNA from 2-D and 3-D grown cells was isolated as described. RNA was quantified and qualified using an Agilent2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and Qubit Assay (Life Technologies). RNA with an RNA integrity number (RIN) of 10 was used as input material for library preparation. cDNA libraries were prepared using the KAPA RNA HyperPrep Kit with RiboErase (HMR) (Kapa Biosystems, Wilmington, MA, USA) according to the manufacturer’s protocol [39] and sent for RNA-seq transcriptome analysis.

GENEWIZ (South Plainfield, NJ, USA) performed 2 × 150 bp paired-end read sequencing on the Illumina NovaSeq/HiSeq. An average of 47 million reads was obtained for each sample. Fragments were mapped to reference human genome assembly hg38 (with an average mapping efficiency of 94%), and differential gene expression analysis was performed using the Galaxy platform (https://usegalaxy.org/) [40] as detailed below. RNA-Seq analyses were performed on two independent biological replicates. RNA-seq data were deposited into GEO with an accession number of GSE161306.

### 2.7. Bioinformatic Analysis

The quality of the raw reads was assessed using FastQC toolkit v0.72 [41]. Low-quality reads and adapters were trimmed using Trim Galore! v0.6.3 [42]. HiSat2 v2.1.0 [43] was then used for mapping the raw reads to the reference genome human genome assembly hg38. The expression for each gene was evaluated using featureCounts v1.6.4 [44] based on annotation from GENCODE release 30 [45]. The raw counts were then normalized, and differential gene expression was determined using DESeq2 v2.11.40.6 [46]. Genes with an adjusted *p*-value or Benjamini–Hochberg false discovery rate (FDR) adjustment < 0.05 were considered significant unless otherwise specified.

Biological significance and functional assessment of genes differentially expressed between 2-D and 3-D culture conditions were analyzed by gene ontology (GO) assessment. Protein analysis through evolutionary relationships (PANTHER) [47] and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [48] databases were used to analyze biological pathways associated with differentially expressed genes (DEGs). In addition, enrichment of DEGs associated with cellular compartment, molecular function and biological processes was also performed using Enrichr [49,50]. Significance was defined by the recommended *p*-value < 0.05. Heatmaps were generated using Heatmapper (http://www.heatmapper.ca/) [51].

### 2.8. Immunohistochemical Analysis

Protein expression of germ layer markers was investigated by fluorescent immunohistochemical staining. Teratomas were fixed overnight in 4% paraformaldehyde and embedded in O.C.T solution for cryosectioning into 10 μm sections. For immunohistochemical analysis, cryosections were permeabilized with 0.5% Triton X-100 (Sigma) for 10 min and blocked with 2% BSA (Sigma) for 1 h at room temperature. Samples were incubated overnight at 4 °C with primary antibodies (1:100 dilution) against GATA4 (sc-25310, Santa Cruz Biotechnology, Santa Cruz, CA), BRACHYURY (sc-20109, Santa Cruz), and TUJ1 (sc-58888, Santa Cruz) representing endoderm, mesoderm, and ectoderm germ layers, respectively. Primary antibody-treated samples were then washed with PBS, stained with anti-rabbit Alexa Fluor 488 (A32731, Thermo Fisher Scientific) or anti-mouse Cy3-labeled IgG (072-01-18-06, KPL, Gaithersburg, MD, USA) secondary antibodies at 1:200 dilution for 2 h at room temperature, and counterstained with DAPI (1 mg/mL; Life Technologies). The stained samples were visualized by using confocal microscopy.

### 2.9. Statistical Analysis

Data are presented as mean ± standard error of the mean (SEM). One-way ANOVA analysis was performed to determine statistical significance, and data were analyzed for unequal variances using post hoc tests for multiple comparisons. Results with a *p*-value less than 0.05 were considered to be significant with * *p* < 0.05 and ** *p* < 0.01. All analyses were performed using SPSS version 26 (IBM Inc., Armonk, NY, USA).

## 3. Results

### 3.1. Proliferation and Characteristics of Pluripotent ESCs Grown in 3-D Self-Assembling Scaffolds

We first investigated the encapsulation and proliferation of Elf1 cells in 3-D self-assembling scaffolds by light microscopy and MTT analysis (Figure 2). The results presented in Figure 2A show that Elf1 cells displayed compact clonal morphology and growth, consistent with naïve ESCs grown in 2-D culture conditions. When Efl1 cells were encapsulated in 3-D scaffolds, they proliferated with a distinctly progressive increase in the size of dark and densely packed colonies (Figure 2B–E). The size of encapsulated colonies increased during culture, reaching an average of 140 μM by day 21 of 3-D culture (Figure 2G). When subcultured back to 2-D culture conditions, these 3-D grown cells maintained their undifferentiated clonal morphology, indistinguishable from the initial cells (Figure 2F). The growth of encapsulated cells was also analyzed by direct cell counts, as shown in Figure 2H. When grown in 2-D culture conditions, Elf1 cells grew rapidly, requiring routine passaging every 3 to 4 days to minimize spontaneous differentiation. In comparison, 3-D grown cells proliferated more slowly, with a similar fold increase observed following 21 days of culture without noticeable differentiation. The proliferation of cells encapsulated in the 3-D scaffolds was further confirmed via quantitative MTT analysis, which showed a steady and significant increase in cell growth over the 21-day period (Figure 2I). Characterization of 3-D grown Elf1 cells depicted in Figure 2J show upregulation in the expression of core pluripotent markers, *OCT4*, *NANOG*, and *SOX2*, which increased 1.6-, 1.5-, and 2.3-fold, respectively on day 21 of culture. Interestingly, similar but more pronounced increases were observed in the expression of naïve markers, *KLF17*, *KLF4*, *TFCP2L1*, *DPPA3*, and *DNMT3L*, which increased by 2.6-, 2.2-, 2.7-, 4.4-, and 3.2-fold, respectively. A precipitous decrease in the expression levels of most of the core and naïve genes was observed upon subculturing the 3-D grown Elf1 cells under 2-D culture conditions. The expression levels decreased to levels that were similar to that of the initial 2-D grown cells. Although the expression of *OCT4*, *DPPA3*, and *DNMT3L* genes remained relatively high, they gradually decreased to normal levels upon repeated passaging under 2-D culture conditions (data not shown). Together these results suggest that the 3-D culture conditions effectively maintained the pluripotent growth of Elf1 cells.

These results were then validated by assessing the differentiation potential of 3-D grown Elf1 cells both in vitro (data not shown) and in vivo by teratoma formation assay. The explanted teratomas were analyzed by immunohistochemical staining and qRT–PCR (Figure 3C,D). The results show positive expression of GATA4, BRACHYURY, and TUJ1 proteins, representative of endoderm, mesoderm, and ectoderm tissue, suggesting that 3-D grown Elf1 cells differentiated into all three germ layers in vivo. Transcriptional analysis of teratomas also showed expression of germline-specific markers, *SOX7* and *SOX17* (endoderm), *MIXL1* and *N-CADHERIN* (mesoderm), as well as *NCAM* and *PAX6* (ectoderm). Overall, these results confirmed that 3-D culture conditions maintained the characteristics of Elf1 cells and upregulated the expression of core naïve genes, suggesting that the self-assembling scaffolds provided a supportive microenvironment for pluripotency.

### 3.2. Transcriptomic Analysis of Naïve ESCs Grown in 2-D and 3-D Culture Conditions

Many studies have shown that 3-D cell culture conditions can modulate gene expression via biological and/or mechanical signals [23,24]. 

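RNA was compared between Elf1 cells, a naïve human ESC line, grown in 2-D culture and Elf1 cells grown in the 3-D self-assembling scaffolds for 21 days. Each condition had 2 independent biological replicates, so 4 libraries were compared. The authors depleted ribosomal RNA, sequenced the libraries with paired ends, trimmed the reads, mapped them to hg38 with HiSat2 and counted them on the genes of GENCODE with featureCounts. The paper's text does not name whether the counting used the strand of a read or how it treated reads that map to several genes, so values of overlapping genes and of genes with a near-identical copy are uncertain. The deposited values are the counts per gene of each library, without normalization, and a table of the same counts divided by DESeq2 size factors. The counts of a library summed to 33833778 in 2-D replicate 1, 30114220 in 2-D replicate 2, 21154409 in 3-D replicate 1 and 18276147 in 3-D replicate 2. The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the 22555 of 60564 genes that passed edgeR's filter on low counts. All fold changes are of 3-D over 2-D grown cells, and an error after ± is an SD over the 2 replicates. Gene positions are those of GENCODE release 44 on hg38.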

To investigate the molecular level differences in Elf1 grown in 2-D and 3-D culture conditions, RNA-seq was performed. 

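At an adjusted p below 0.05, 1782 genes differed between the conditions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1024 of them higher in 3-D and 758 higher in 2-D grown cells. At an adjusted p below 0.01 the test called 764 genes, 476 higher in 3-D and 288 higher in 2-D grown cells. Most differences were small, with a median absolute log2 fold change of 0.23 among the 1782 genes, a value under 0.5 for 1478 of them and above 1 for 118. The biological coefficient of variation between replicates was 5.10%. In each of the 1782 genes both libraries of one condition lay above both libraries of the other, which was also true of 50.5% of all tested genes, where chance alone gives 33.3%. Of the alternatives, DESeq2 moved the number most at the first threshold, to 794 genes, and leaving out the filter on low counts moved it most at the second, to 1689 genes. With library size in place of TMM as the only scaling, the genes higher in 3-D and in 2-D grown cells numbered 514 and 1879.

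**Figure D1:**
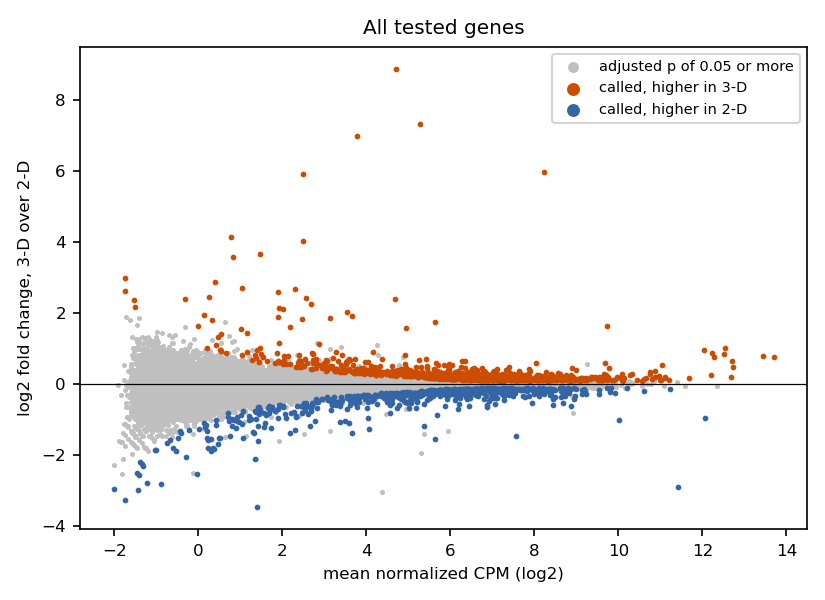
Log2 fold change of 3-D over 2-D grown cells (vertical axis) against mean normalized CPM on a log2 scale (horizontal axis) for the 22555 tested genes, 1 point per gene. Genes with an adjusted p below 0.05 are orange (1024 higher in 3-D) or blue (758 higher in 2-D), and most of them lie within 0.5 of 0 on the vertical axis.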

Differential expression analysis of the RNA-seq data identified 802 differentially expressed genes (DEGs) at FDR < 0.01 and 1290 DEGs at FDR < 0.05, with 489 and 792 upregulated genes in 2-D and 3-D grown cells, respectively. The clear distinction of the transcriptomic profile between culture conditions was evident in the heatmap depicting the top 100 DEGs (FDR < 4.0 × 10^−9^), of which 39 genes were upregulated in 2-D grown cells and 61 genes were upregulated in 3-D grown cells (Figure 4).

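Of the 100 genes with the smallest p in edgeR's quasi-likelihood test, 60 were higher in 3-D and 40 in 2-D grown cells, with a Benjamini-Hochberg adjusted p of up to 2.05e-04. With library size as the only scaling, 31 of the first 100 genes were higher in 3-D grown cells. Of the 100 genes labelled in Figure 4, 91 matched a gene of the annotation and 90 were tested. SCARNA13, which had no counts in any library, was not. All 90 changed in the direction of the heatmap, and 89 had a Benjamini-Hochberg adjusted p below 0.01 from edgeR's test, 55 higher in 3-D and 34 higher in 2-D grown cells. Adjusted over the list alone, 89 were called as well, which is not independent evidence because the study chose the list on these samples. The exception was TUBB2A, whose log2 fold change of −0.05 (standard error 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.754) became 0.10 without 2-D replicate 1. Labels were read from the figure, so a misread label or a wrong match stays open for TUBB2A and SCARNA13. Among the 55 genes higher in 3-D grown cells, the log2 fold change ranged from 0.20 to 2.25 with a median of 0.35. AKAP17A, at the top of that range, lies on chromosome X from 1591604 to 1602520 and has a near-identical copy elsewhere in the genome, so its counts are uncertain. Its normalized CPM were 2.23 ± 0.240 in 2-D and 10.6 ± 0.0797 in 3-D grown cells (n = 2 each). The mitochondrially encoded MT-CO3, from 9207 to 9990 of the mitochondrial genome, had 5161 ± 73.2 and 8205 ± 106 normalized CPM, a log2 fold change of 0.67 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.80e-08). LDHB, on chromosome 12 from 21635342 to 21757857, had 89.9 ± 0.211 and 55.7 ± 0.262 normalized CPM, a log2 fold change of −0.69 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.71e-07). MT-CO3 and LDHB were chosen as examples after their values were seen.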

### 3.3. Functional Analysis of DEGs Using Gene Ontology (GO) and Enrichment Analysis

GO and pathway analysis of genes with an FDR < 0.05 were performed using Enrichr and PANTHER (Figure 5). Comparative enrichment analysis of Elf1 cells grown in 2-D and 3-D culture conditions performed using Enrichr identified DEGs associated with cellular compartment, molecular function, and biological process ontologies (Figure 5A–C). In the cellular compartment category, 3-D grown cells were found to be highly enriched for GO terms, including focal adhesion (GO:0005925), spliceosomal complex (GO:0005681), stress fiber (GO:0001725), β-catenin-TCF complex (GO:1990907), cytoskeleton (GO:0005856), polymeric cytoskeleton fiber (GO:0099513), chromatin (GO:0000785), microtubule (GO:0005874), histone methyltransferase complex (GO:0035097), and actin cytoskeleton (GO:0015629) (Figure 5A). 

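The memberships of the GO terms were not used here. In their place, 26 gene families were defined by gene symbols before the data were examined, pseudogenes whose symbols matched included, and each was tested with camera, which asks whether a family's genes shifted together relative to all other genes. With camera's preset correlation between genes, 12 of the 26 families passed a Benjamini-Hochberg adjusted p of 0.05, 8 shifted up and 4 down in 3-D grown cells, and 14 had an unadjusted p below 0.05. None of the 12 passed with fry, where the lowest adjusted p was 0.0805, or with camera's estimated correlation, where it was 0.384. In the simulation fry gave a raised set an adjusted p of 0.192 (Benjamini-Hochberg), so a family that does not pass it is not shown to be unchanged, and with the estimated correlation even the mitochondrially encoded proteins, with 13 of 13 genes higher, had 0.384. All 7 filamins and actinins tested, which build stress fibers and focal adhesions, were higher in 3-D grown cells, 5 of them called, with a median log2 fold change of 0.15 (camera, Benjamini-Hochberg adjusted p = 4.17e-04). The 4 TCF and LEF factors, named in the β-catenin-TCF term, were all higher, with a median of 0.21 and 3 called (camera, Benjamini-Hochberg adjusted p = 8.54e-04). All 4 of them, and 5 of the 7 filamins and actinins, are also on the paper's figures. So are 8 of the 13 mitochondrially encoded proteins and 6 of the 39 collagens. The study chose its figure genes on these samples, so the results of these families are not independent of the figures. The 33 tubulin genes, 10 of which are pseudogenes, had a median of 0.10, which was 0.03 without 2-D replicate 2 and 0.07 without 3-D replicate 2, with 6 called higher and 1 lower in 3-D grown cells (camera, Benjamini-Hochberg adjusted p = 0.0532). The 23 histone lysine methyltransferases had a median of 0.06, which became −0.0040 with library size as the only scaling, and 5 were called higher and 1 lower (camera, Benjamini-Hochberg adjusted p = 0.0125). The 36 kinesins had a median of 0.04, which became −0.020 with that scaling, and KIF1A, KIF1C and KIF4A were called higher (camera, Benjamini-Hochberg adjusted p = 0.0951).

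**Figure D2:**
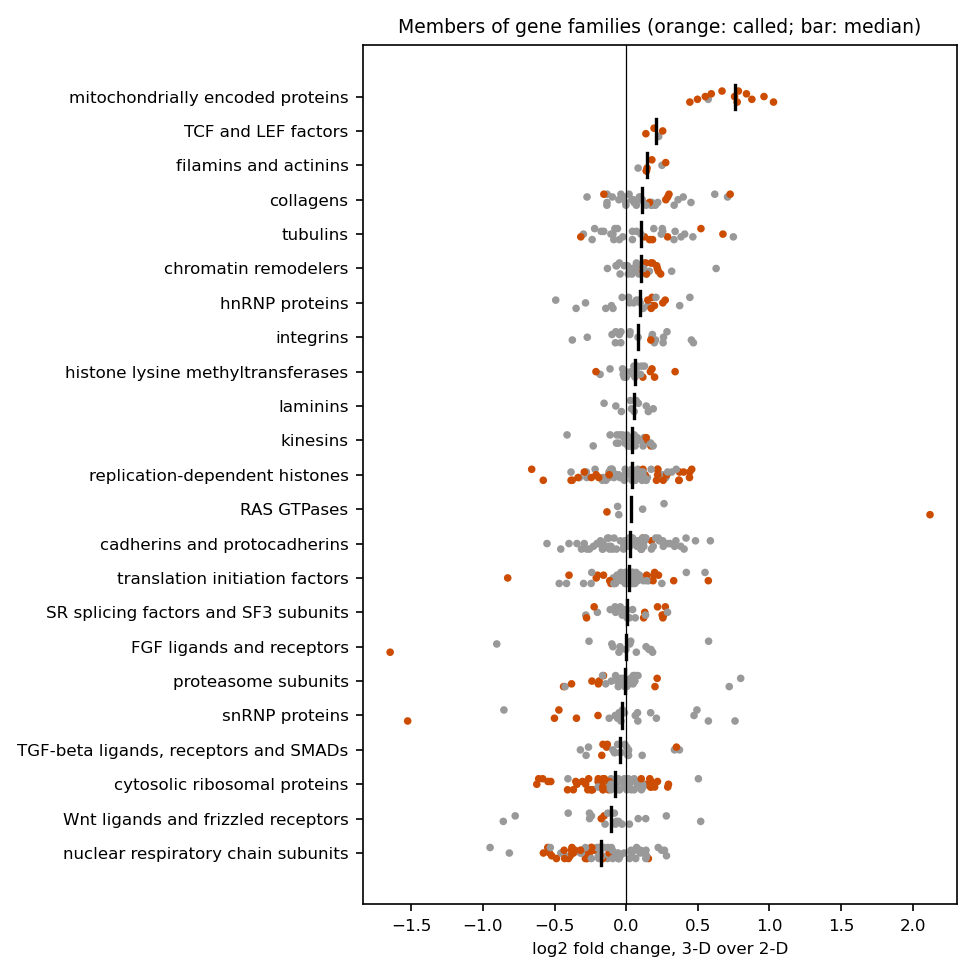
Log2 fold change of 3-D over 2-D grown cells (horizontal axis) for the tested members of 23 of the 26 gene families (vertical axis), 1 point per gene. Orange points had an adjusted p below 0.05 and the bar is the family's median. The medians run from −0.18 for the nuclear respiratory chain subunits to 0.76 for the mitochondrially encoded proteins, and the 8 lowest of the medians above 0 fall below 0 with library size as the only scaling.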

While upregulated DEGs in 2-D grown cells were only significantly enriched in the cellular compartment categories of focal adhesion and spliceosomal complex, with much lower combined scores when compared to 3-D grown cells.

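Among the RNA-binding families, 18 of the 25 hnRNP genes tested, 6 of which are pseudogenes, were higher in 3-D grown cells, with a median log2 fold change of 0.10, which was 0.06 without 3-D replicate 1, and 7 called higher and 0 lower (camera, Benjamini-Hochberg adjusted p = 0.00458). The 26 SR splicing factors and SF3 subunits went both ways, with 14 higher and 12 lower, 7 and 2 of them called, and a median of 0.0049 that was 0.022 without 2-D replicate 2, 0.03 without 3-D replicate 1 and 0.0080 without 3-D replicate 2, and became −0.059 with library size as the only scaling (camera, Benjamini-Hochberg adjusted p = 0.143). The 22 snRNP genes, 10 of which are pseudogenes, had 5 genes called lower and 0 called higher in 3-D grown cells, and their median of −0.03 was −0.011 without 2-D replicate 2, −0.07 without 3-D replicate 1 and −0.011 without 3-D replicate 2, and became 0.06 with offsets for gene length and GC content (camera, Benjamini-Hochberg adjusted p = 0.0184).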

GO terms for molecular function of DEGs upregulated in 3-D culture showed significant enrichment in RNA-binding (GO:0003723), cadherin binding (GO:0045296), lysine-acetylated histone-binding (GO:0070577), mRNA-binding (GO:0003729), transcription corepressor-binding (GO:0003714), DNA-binding (GO:0003677), tubulin-binding (GO:0015631), actin-binding (GO:0003779), kinase-binding (GO:0019900), transcription coactivator activity (GO:0003713), and integrin-binding (GO:0005178) (Figure 5B). For these functions, 2-D grown cells showed enrichment of DEGs in categories of RNA-binding and mRNA-binding at levels significantly lower than that of 3-D grown cells.

When gene products were classified according to biological process GO terms, 3-D grown cells exhibited significant enrichment in pathways/processes associated with mRNA processing (GO:0006397), β-catenin-TCF complex assembly (GO:1904837), regulation of translation (GO:0006417), regulation of mRNA stability (GO:0043488), extracellular matrix organization (GO:0030198), chromatin remodeling (GO:0006338), regulation of cellular macromolecular biosynthetic process (GO:2000112), regulation of gene expression (GO:0010468), regulation of DNA-templated transcription (GO:0006355), and regulation of cell cycle (GO:0051726) (Figure 5C). Of these biological processes, 2-D grown cells displayed significant upregulation of DEGs in mRNA processing, regulation of translation, and regulation of mRNA stability, with a slight but not significant increase in β-catenin-TCF complex assembly and chromatin remodeling categories.

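Chromatin remodelers shifted up in 3-D grown cells, with 29 of 35 tested genes higher, 10 called higher and 0 called lower, and a median log2 fold change of 0.10 (camera, Benjamini-Hochberg adjusted p = 1.69e-05). The 66 translation initiation factor genes, 14 of which are pseudogenes, were called in equal numbers, 7 higher and 7 lower, and their median of 0.02 was 0.01 without 2-D replicate 2 and became −0.04 with library size as the only scaling (camera, Benjamini-Hochberg adjusted p = 0.466). CHD8, a remodeler that is also on Figure 6B, lies on chromosome 14 from 21385194 to 21456126 and had 299 ± 4.97 normalized CPM in 2-D and 329 ± 9.70 in 3-D grown cells (n = 2 each), a log2 fold change of 0.14 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0210).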

GO analysis was also performed using PANTHER to identify protein classes and pathways upregulated in DEGs in 2-D and 3-D culture conditions, with 431 (out of 484) genes and 744 (out of 812) genes mapped to the PANTHER database, respectively. Predominant protein classes expressed in 3-D grown cells include RNA-binding protein (PC00031), followed by cytoskeleton protein (PC00085), gene-specific transcriptional regulator (PC00264), protein modifying enzyme (PC00260), DNA-binding protein (PC0009), scaffold/adaptor protein (PC00226), protein-binding activity modulator (PC00095), and chromatin/chromatin-binding or -regulatory protein (PC00077) (Figure 5D). On the other hand, a higher number of DEGs were associated with metabolite interconversion enzyme (PC00262) in 2-D cultured cells, and the total number of DEGs associated with translational proteins (PC00263) were the same in cells grown both 2-D and 3-D conditions.

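Replication-dependent histones, the most abundant chromatin proteins, were called in both directions, with 15 of the 72 tested genes, 11 of which are pseudogenes, higher and 11 lower in 3-D grown cells. Their median log2 fold change was 0.04, which became −0.0029 without 2-D replicate 2, 0.017 without 3-D replicate 1 and −0.03 with library size as the only scaling (camera, Benjamini-Hochberg adjusted p = 0.143). The range ran from −0.66 for H4C15 to 0.46 for H2AC12, each of which is labelled in Figure 4. H4C15 has a near-identical copy, so its counts are uncertain.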

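Nuclear genes for respiratory chain subunits were lower in 3-D grown cells in 64 of 81 tested genes, 5 of which are pseudogenes, with 28 called lower, ATP5MF called higher and a median log2 fold change of −0.18 (camera, Benjamini-Hochberg adjusted p = 4.99e-15). In contrast, all 13 mitochondrially encoded proteins were higher in 3-D grown cells, with a median of 0.76 and 12 called (camera, Benjamini-Hochberg adjusted p = 1.07e-84). The 40 mitochondrial pseudogenes, to which reads of the mitochondrial genes can map, had a median of 0.20, which was 0.05 without 3-D replicate 1, with 4 called higher (camera, Benjamini-Hochberg adjusted p = 3.41e-04). Among translational proteins, 27 of the 76 cytosolic ribosomal proteins tested were called lower and 10 higher in 3-D grown cells, with a median of −0.08 (camera, Benjamini-Hochberg adjusted p = 8.07e-08). The 254 ribosomal protein pseudogenes, whose reads the counting could have split with their parent genes, had a median of −0.12, which was −0.18 without 3-D replicate 1 and −0.08 without 3-D replicate 2, with 16 called lower and 6 higher (camera, Benjamini-Hochberg adjusted p = 0.00815). The 35 proteasome subunits had 6 genes called lower and 2 higher, with a median of −0.0095 that became 0.0037 without 2-D replicate 1, −0.045 without 3-D replicate 1 and 0.0073 with offsets for gene length and GC content (camera, Benjamini-Hochberg adjusted p = 0.138).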

To investigate the effect of 2-D and 3-D culture conditions on cell signaling, pathway analysis of the DEGs was performed. A higher number of genes were associated with Wnt (P00057), integrin (P00034), cytoskeleton regulation by Rho GTPase (P00016), and cadherin (P00012) signaling in 3-D grown cells (Figure 5E). 

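The membership of the PANTHER pathways was not used here, and the related families had few calls. The 20 Wnt ligands and frizzled receptors tested were mostly lower in 3-D grown cells, 15 of them with 2 called (FZD7 and FZD3), and their median log2 fold change was −0.11 (camera, Benjamini-Hochberg adjusted p = 0.0532). Among 21 integrins, 13 were higher and ITGB1 alone was called, with a median of 0.08, which was 0.17 without 2-D replicate 2 and 0.01 without 3-D replicate 1 (camera, Benjamini-Hochberg adjusted p = 0.28). The 71 cadherins and protocadherins had a median of 0.03, which was 0.05 without 2-D replicate 2, 0.06 without 3-D replicate 1, 0.01 without 3-D replicate 2 and −0.04 with library size as the only scaling, with CDH1, CDH2 and CDH3 called higher and 0 lower (camera, Benjamini-Hochberg adjusted p = 0.466).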

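FGF ligands and receptors went both ways, with 8 of 17 tested genes higher in 3-D grown cells, FGF23 called lower and a median log2 fold change of −0.0021 that became 0.0039 without 2-D replicate 1, −0.046 without 2-D replicate 2, 0.00090 without 3-D replicate 1, −0.019 without 3-D replicate 2 and 0.02 when at least 10 counts were required in every library (camera, Benjamini-Hochberg adjusted p = 0.524). The 23 genes of TGF-β ligands, receptors and SMADs, 2 of which are pseudogenes, had 14 genes lower in 3-D grown cells, 4 called lower (ACVR2B, SMAD4, SMAD5 and TGFBR1) and TGFB1 called higher, and a median of −0.04, which was −0.0083 without 2-D replicate 2 and −0.024 without 3-D replicate 1 and became 0.0024 with the 2-D libraries thinned to the 3-D depth, an alternative chosen after seeing the data (camera, Benjamini-Hochberg adjusted p = 0.194). Of the 6 RAS GTPases, 3 were higher and 3 lower in 3-D grown cells, 1 called in each direction, with a median of 0.03, which was 0.08 without 2-D replicate 1, −0.0097 without 2-D replicate 2, 0.013 without 3-D replicate 1 and −0.03 with library size as the only scaling (camera, Benjamini-Hochberg adjusted p = 0.28).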

While the number of genes associated with FGF (P00021) and TGF-β (P00052) signaling pathways were slightly higher in 2-D compared to 3-D cultured cells, a greater increase was observed in Ras (P04393), p53 (P00059), and p53 feedback loop (P04398) pathways. In contrast, the same number of genes were differentially expressed in EGF receptor signaling (P00018) in both 2-D and 3-D cultured cells.

These results show enrichment of GO terms was primarily associated with the regulation of gene expression via chromatin, transcriptional, and translational modification, as well as the organization of the ECM/cytoskeleton. Furthermore, 3-D culture conditions appeared to modulate transcriptional regulation of genes associated with several signaling pathways, including Wnt, integrin, cadherin, cytoskeletal regulation by Rho GTPase, and p53.

### 3.4. KEGG Pathway Analysis of Naïve ESCs Grown in 2-D and 3-D Culture Conditions

We then examined the most significantly enriched pathways in cells grown in 2-D and 3-D culture conditions. DEGs were mapped to the KEGG database (*p* < 0.05; FDR < 0.25) in focal adhesion, Wnt signaling, and p53 signaling pathways and visualized using Venn diagrams and heatmaps (Figure 6). There were 38 genes associated with the focal adhesion pathway upregulated in cells grown in 3-D as opposed to 9 genes in 2-D culture conditions (Figure 6A). 

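All 47 focal adhesion genes of Figure 6A were tested and all 47 changed in the direction shown there. Over all 22555 tested genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 31 of them, 24 of the 38 shown as higher in 3-D and 7 of the 9 shown as higher in 2-D grown cells. An unadjusted p below 0.05 was found for 46 of the 47, all except PDPK1. Adjusted over the list alone, 46 were called, which is not independent evidence because the study chose the list on these samples. The log2 fold changes ranged from −0.37 (MAPK10) to 0.30 (COL6A1). Each of the 47 genes kept its direction with each library left out in turn. The count model moved this result most, since edgeR's likelihood ratio test called 11 of the 47.

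**Figure D3:**
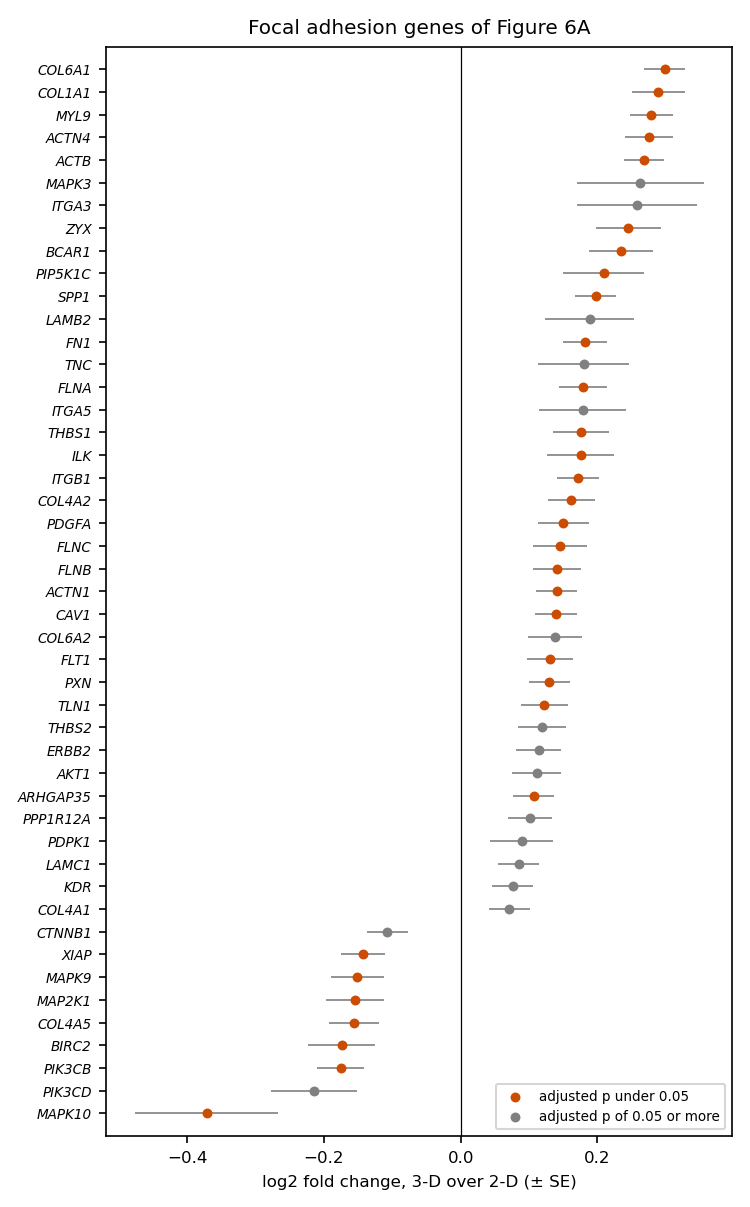
Log2 fold change of 3-D over 2-D grown cells with its standard error (horizontal axis) for the 47 focal adhesion genes (vertical axis), from 2 libraries per condition. Orange points are the 31 genes with an adjusted p below 0.05 and grey points the other 16, and the genes run from COL6A1 at 0.30 to MAPK10 at −0.37.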

Genes upregulated in 3-D grown cells encoded basement membrane proteins (i.e., *COL4A2*, *COL6A1*, *FN1*, *LAMC1*, and *LAMB2*), actin-binding proteins (i.e., *ACTN4*, *FLNA*, *FLNC*, and *TLN1*), as well as components of the integrin signaling pathway (i.e., *CAV1*, *ITGB1*, *ITGA3*, *ITGA5*, and *PXN*), and downstream kinases (i.e., *AKT1* and *MAPK3*). 

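Of the basement membrane genes, COL4A2 (chromosome 13, from 110305812 to 110513209) had 193 ± 2.92 normalized CPM in 2-D and 216 ± 9.43 in 3-D grown cells (n = 2 each), a log2 fold change of 0.16 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0130). LAMC1 and LAMB2 were higher by 0.08 and 0.19 on the log2 scale without passing the threshold (standard errors 0.03 and 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.116 and 0.110). The log2 fold change of LAMB2 was 0.30 without 3-D replicate 1 and 0.07 without 3-D replicate 2. Of the actin-binding genes, FLNA (chromosome X, from 154348524 to 154374634) had 3091 ± 27.3 and 3499 ± 175 normalized CPM, a log2 fold change of 0.18 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00757). TLN1 was higher by 0.12 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0482). Of the integrin pathway genes, PXN (chromosome 12, from 120210439 to 120265771) had 196 ± 3.12 and 215 ± 0.672 normalized CPM, a log2 fold change of 0.13 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0193). ITGA3 and ITGA5 had log2 fold changes of 0.26 and 0.18 (standard errors 0.09 and 0.06, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.101 and 0.116). The kinase MAPK3 had a log2 fold change of 0.26 (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.113).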

Twenty-five genes involved in the Wnt signaling pathway were enriched in 3-D grown cells (i.e., *TCF7L2*, *TC7L1*, *TCF7*, *CREBBP*, *DVL3*, *RUVBL1*, *SFRP2*, *FOSL1*, *APC*, *AXIN2*, *LEF1*, *LRP5*, and *MYC*) in comparison to only 8 upregulated genes observed in 2-D grown cells (i.e., *MAPK10*, *SMAD4*, *FZD7*, and *FZD3*) (Figure 6B). In contrast, only 5 genes of the p53 pathway were upregulated in 3-D culture (i.e., *THBS1*, *SHISA5*, *SERPINE*, *BCL2L1*, and *SFN*), compared to the 15 upregulated genes (i.e., *RPRM*, *CCNG1*, *APAF1*, *ATM*, *CHEK2*, *CDK1*, *MDM4*, and *CYCS*) represented in 2-D grown cells (Figure 6C). 

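All 33 Wnt genes of Figure 6B were tested and changed in the direction shown there. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes called 20 of them, 14 of the 25 shown as higher in 3-D and 6 of the 8 shown as higher in 2-D grown cells. An unadjusted p below 0.05 was found for 32. Adjusted over the list alone, 32 were called, which is not independent evidence because the study chose the list on these samples. The remaining gene, CSNK2A1, had a log2 fold change of 0.05 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.414), which became −0.02 with library size as the only scaling. The likelihood ratio test and DESeq2 each called 10 of the 33. FOSL1, on chromosome 11 from 65892049 to 65900573, had the highest log2 fold change of the list, 0.50 (standard error 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00250), with 14.4 ± 0.953 normalized CPM in 2-D and 20.3 ± 0.688 in 3-D grown cells (n = 2 each). TCF7L2 was higher by 0.19 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00584). AXIN2 and MYC, higher by 0.10 and 0.15, did not pass (standard errors 0.03 and 0.05, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0797 and 0.129). MYC had 51.5 and 48.0 normalized CPM in the 2-D and 52.8 and 57.4 in the 3-D libraries. Its change thus rests more on 3-D replicate 2. FZD3, on chromosome 8 from 28494205 to 28574267, had a log2 fold change of −0.15 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0136).

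**Figure D4:**
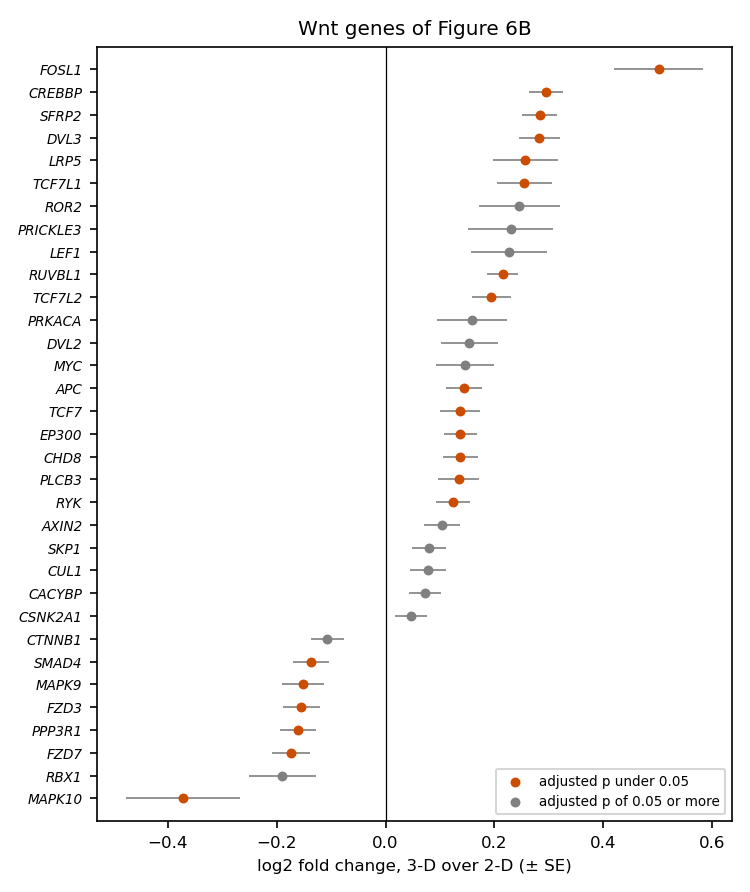
Log2 fold change of 3-D over 2-D grown cells with its standard error (horizontal axis) for the 33 Wnt genes (vertical axis), from 2 libraries per condition. Orange points are the 20 genes with an adjusted p below 0.05 and grey points the other 13, and the genes run from FOSL1 at 0.50 to MAPK10 at −0.37.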

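Of the p53 pathway genes labelled in Figure 6C, 18 were matched and tested, 5 shown as higher in 3-D and 13 shown as higher in 2-D grown cells. The paper's text counts 15 genes higher in 2-D grown cells, so the list tested is shorter than the paper's. All 18 changed in the direction shown. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes called 14, namely 3 of the 5 and 11 of the 13. All 18 had an unadjusted p below 0.05 and all 18 were called when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The likelihood ratio test and DESeq2 each called 5 of the 18. SHISA5, on chromosome 3 from 48467798 to 48504826, had 93.7 ± 1.13 normalized CPM in 2-D and 111 ± 4.10 in 3-D grown cells (n = 2 each), a log2 fold change of 0.25 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.90e-04). SFN was higher by 0.23 without passing (standard error 0.09, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.15). Of the genes lower in 3-D grown cells, RPRM (chromosome 2, from 153477338 to 153478762) had 49.1 ± 0.783 and 41.5 ± 3.82 normalized CPM, a log2 fold change of −0.24 (standard error 0.06, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0294). RPRM reached −0.34 without 3-D replicate 1 and −0.15 without 3-D replicate 2. CHEK2 had a log2 fold change of −0.20 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0134).

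**Figure D5:**
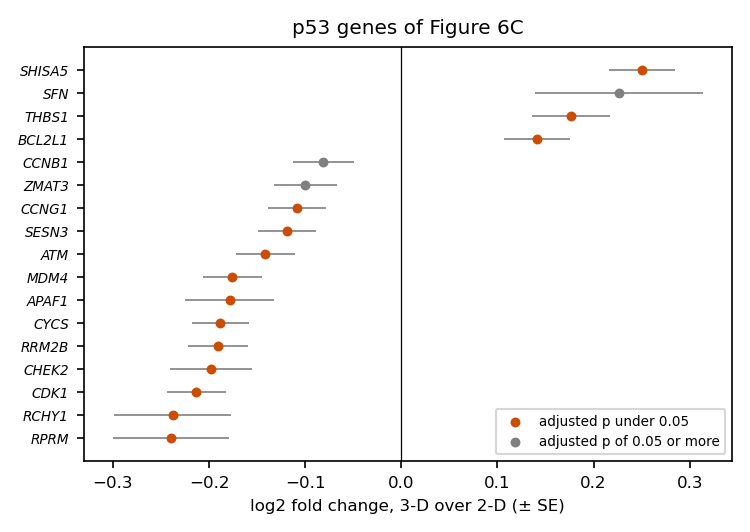
Log2 fold change of 3-D over 2-D grown cells with its standard error (horizontal axis) for 17 of the 18 p53 pathway genes (vertical axis), from 2 libraries per condition. Orange points are the 14 genes with an adjusted p below 0.05 and grey points 3 of the 4 others, and the genes drawn run from SHISA5 at 0.25 to RPRM at −0.24.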

Generally, KEGG analysis of enriched pathways suggested that focal adhesion and Wnt pathways were upregulated, while p53 pathway signaling was downregulated upon the 3-D culture of Elf1 cells.

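The targets of the Wnt and p53 pathways were tested as lists written before the data were examined. Of 14 Wnt targets, 11 were higher in 3-D grown cells, 1 of them called (TCF7), with a median log2 fold change of 0.10 (camera, Benjamini-Hochberg adjusted p = 0.0715; fry, 0.0358), and 4 of the 14 are on the paper's figures. Of 29 p53 targets, 23 were lower, 5 of them called, with a median of −0.06 that was −0.09 without 3-D replicate 2 (camera, Benjamini-Hochberg adjusted p = 0.00607; fry, 0.0464), and 3 of the 29 are on the paper's figures. With camera's estimated correlation the lowest adjusted p of any marker list was 0.452.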

### 3.5. Validation of RNA-seq Results with qRT–PCR

We next confirmed the RNA-seq data by analyzing selected genes representing various differentially expressed pathways by qRT–PCR (Figure 7). Consistent with the RNA-seq data, the genes associated with focal adhesion, including *ITGB1, MYL9, COL6A1*, and *ACTN4,* were significantly increased in 3-D relative to 2-D grown cells. Similarly, within the Wnt signaling pathway, *SFRP2*, *RUVBL1, DVL3*, and *CREBBP*, were upregulated and *FZD7* and *SMAD4* were downregulated in cells grown in 3-D compared to 2-D culture conditions. On the other hand, *CDK1*, *MDM4*, and *CCNG1* genes, associated with the p53 pathway, were downregulated in cells grown in.

3-D is relative to 2-D culture. The trend in the expression of these genes is consistent with what was observed in the RNA-seq data. 

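Of the RNA-seq values behind Figure 7A, all 14 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 higher and 6 lower in 3-D grown cells. All 14 kept their direction with each library left out in turn. The paper selected these genes from pathways that differed in these same samples, so the calls are not independent evidence. The likelihood ratio test called 11 of the 14, the fewest among the alternatives. The 8 genes higher in 3-D grown cells had log2 fold changes from 0.17 for ITGB1 to 0.30 for COL6A1. COL6A1, on chromosome 21 from 45981770 to 46005050, had 165 ± 0.177 normalized CPM in 2-D and 203 ± 3.09 in 3-D grown cells (n = 2 each, standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.80e-05). ITGB1, on chromosome 10 from 32887273 to 33005792, had 517 ± 2.67 and 583 ± 15.7 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00485). The 6 genes lower in 3-D grown cells had log2 fold changes from −0.21 for CDK1 to −0.11 for CCNG1. CDK1, on chromosome 10 from 60778331 to 60794852, had 118 ± 1.57 and 102 ± 0.333 normalized CPM (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00116). CCNG1, on chromosome 5 from 163437569 to 163446151, had 429 ± 8.64 and 398 ± 2.69 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0487). FZD7 and SMAD4 had log2 fold changes of −0.17 and −0.14 (standard errors 0.04 and 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00940 and 0.0214). The directions were those of the qRT-PCR, but the sizes were smaller. The bars of COL6A1 and CDK1 stood at about 7.2 and 0.12, read by eye, against RNA-seq fold changes of 1.23 and 0.863. None of the 14 genes came within 1.5 times of its bar.

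**Figure D6:**
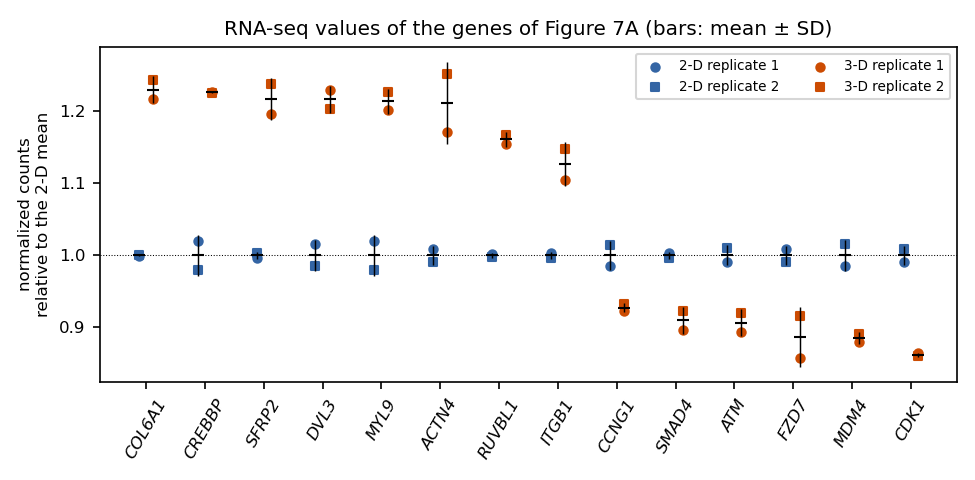
Normalized counts of the 14 genes of Figure 7A in each library, divided by the gene's mean in 2-D grown cells (vertical axis), with 2-D libraries in blue and 3-D libraries in orange, circles for replicate 1 and squares for replicate 2. Bars are the mean ± SD of 2 libraries, and in each gene both libraries of one condition lie above both of the other.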

Taken together, these results lead us to propose a molecular mechanism involved in the self-renewal and pluripotency of Elf1 cells in 3-D culture, as depicted in Figure 7B.

## 4. Discussion

The two-dimensional culture of human ESCs is marred by batch-to-batch variation, poor viability, and spontaneous differentiation [27,28]. It is well-recognized that cues from culture conditions, including media composition and substrate stiffness, influence self-renewal and cell fate [24]. To circumvent these problems, we investigated the effect of 3-D culture on the growth, maintenance, and gene expression of naïve human ESCs.

Elf1 cells grown in scaffolds composed of self-assembling PEG polymers for three weeks without passaging maintained their pluripotent properties, including self-renewal and differentiation potential, as evident by their ability to form teratomas. The growth of cells in the 3-D scaffolds produced darker and more compact colonies compared to cells cultured under 2-D conditions. Interestingly, a more rapid increase in colony size was observed between days 1 and 14, with a more gradual increase in the average diameter of colonies observed between days 14 and 21 of culture. This is consistent with our previous studies, which showed that encapsulated cell growth was proportional to the rate of scaffold swelling/degradation [36,37]. Furthermore, hydrogel scaffold degradation via hydrolysis over time has been shown to lead to changes in the mechanical properties of the scaffolds [52]. As such, the mechanical strength and dimensions of the scaffolds play important roles in both the restriction of colony size and the rate of cell proliferation. Interactions between cells and their 3-D microenvironment is also an important determinant of cell fate. In the absence of biomaterials or external agitation, ESCs rapidly aggregate to form 3-D spheroids or embryoid bodies (EBs) ranging approximately 100–400 µm in suspension culture [53]. Upon formation, EBs have been shown to mimic the developing embryo, allowing for directed differentiation of cells, which can be controlled by various factors, including EB size [53,54,55,56,57]. In contrast, Elf1 cells encapsulated in the self-assembling scaffolds maintained their naïve pluripotent state, with increased expression of the core as well as naïve pluripotent markers observed in 3-D grown cells. However, their expression declined to normal levels when subcultured back to 2-D culture conditions, suggesting that 3-D culture conditions were responsible for the modulation of gene expression.

The upregulation of pluripotent markers observed during 3-D culture is likely due to numerous factors, including both physical and chemical properties of the self-assembling scaffolds. Stem cell maintenance and differentiation have been shown to be affected by the incorporation of biomaterials as well as scaffold biodegradability, mechanical strength, stiffness, and porosity [58,59]. Although natural biomaterials have been shown to induce biological signaling [34], studies utilizing 3-D scaffolds comprised of hyaluronic acid [30], alginate, and chitosan [60] promoted maintenance of human primed ESC pluripotency without a significant change in *OCT4* marker expression. These findings may be due to the inherited variability associated with natural biomaterials or due to their complicated and pleiotropic roles in cell growth. In a similar study, human ESCs were passaged over 60 times using thermoresponsive synthetic scaffolds comprised of PEG functionalized with poly-N-isopropylacrylamide, supporting the maintenance of primed pluripotency with 95% *OCT4* positive cells [61].

In contrast, alteration of scaffold stiffness has been shown to modulate gene expression with upregulation of select core pluripotent markers observed in the 3-D culture of mouse [36,62] as well as human ESCs [63,64], suggesting an important role of the mechanical microenvironment. Furthermore, we have reported improved growth and upregulation of core and select naïve pluripotent markers in primed human ESCs in self-assembling scaffolds comprised of PEG-8-SH/PEG-8-Acr, when compared to scaffolds prepared with lower crosslinking densities [37]. In addition to their more controllable mechanical properties, the synthetic nature of PEG scaffolds allows for the ability to decouple the complex effect of biological and mechanical signaling. To determine the influence of the 3-D culture microenvironment on gene expression profiles in Elf1 cells, we performed a global transcriptomic analysis.

We identified a significant number of DEGs in 2-D and 3-D culture conditions. Functional analysis of these genes and overlap of GO terms indicated that 3-D culture conditions impacted the regulation of transcription and chromatin as well as the organization of the ECM, modulated via various signaling pathways. 3-D grown cells also displayed enrichment of biological process GO terms, including mRNA processing, mRNA stability, and translation, which could be responsible for the long-term self-renewal observed upon encapsulation in the self-assembling scaffold. We also observed upregulated GO terms associated with chromatin remodeling and histone methyltransferase activity in 3-D grown naïve ESCs, shown to be involved with increased transcriptional activation [65] and the establishment of induced pluripotency [66]. Upregulation of genes associated with chromatin remodeling in 3-D grown cells may suggest a continued open chromatin structure needed for the genes involved in pluripotency. This would be consistent with the higher expression of many of the observed pluripotent markers. Previous RNA-seq studies comparing naïve and primed human ESC epigenomic dynamics suggest that a more open chromatin structure is associated with naïve pluripotency, with enhancer chromatin and 3-D genome architecture changes reported to be involved in the transition from naïve to primed ESCs [67]. This may imply that the 3-D scaffold environment was more supportive of the maintenance of the naïve pluripotent state.

Extensive overlap of GO terms associated with the organization of the ECM and modulation of the actin cytoskeleton were also significantly overrepresented in 3-D grown cells. 3-D grown cells exhibited increased DEGs encoding major components of the basement membrane synthesized by pluripotent stem cells, including collagen, fibronectin, and laminin, which have been shown to support ESC pluripotency when used as 2-D culture substrates via integrin binding [68]. It is well-known that the transduction of biophysical cues from the microenvironment, including matrix dimensionality, mechanical forces, and cell–cell interactions, can influence ESC shape and fate determination as well as ECM deposition during development [25].

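Of the 39 collagen genes tested, 28 were higher in 3-D grown cells, with COL12A1, COL1A1, COL3A1, COL4A2 and COL6A1 called higher, COL4A5 called lower and a median log2 fold change of 0.11, which was 0.07 without 3-D replicate 2 (camera, Benjamini-Hochberg adjusted p = 5.59e-04). COL1A1, on chromosome 17 from 50184101 to 50201632, had 119 ± 0.271 normalized CPM in 2-D and 145 ± 9.58 in 3-D grown cells (n = 2 each), a log2 fold change of 0.29 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.79e-04). COL4A1 was higher by 0.07 without passing (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.189), and COL4A5 was lower, with a log2 fold change of −0.16 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0204). Fibronectin, FN1 (chromosome 2, from 215360440 to 215436073), had 380.4 ± 0.415 and 432 ± 15.1 normalized CPM, a log2 fold change of 0.18 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00440). Of the 11 laminins tested, 8 were higher and 0 were called, with 2 having an unadjusted p below 0.05 (LAMC1 and LAMB2), and the median of 0.06 was 0.03 without 2-D replicate 1 and 0.03 without 3-D replicate 2 and became −0.0086 with library size as the only scaling (camera, Benjamini-Hochberg adjusted p = 0.194).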

Cell interaction with the surrounding ECM can affect the cytoskeletal organization, nuclear morphology, and in turn, can affect gene expression via alteration of actin fibers [69]. In our study, 3-D grown cells exhibited clonal growth forming large rounded colonies during growth in the self-assembling scaffold and upregulation of DEGs associated with actin cytoskeleton remodeling while maintaining pluripotency. In a recent study, 2-D maintenance of human ESCs using various growth media was shown to differentially influence cytoskeleton protein expression and morphology in a cell-line-dependent manner, with culture in more defined media resulting in more compact clonal growth [70]. Since we used the same growth media for both 2-D and 3-D culture, it is plausible that the dimensionality and/or composition of the scaffold was responsible for the observed transcriptional changes associated with ECM and cytoskeletal organization. Furthermore, since the PEG-8-SH/PEG-8-Acr scaffold is biologically inert, the 3-D scaffold provided a more defined microenvironment, which altered mechanical cues typically associated with 2-D culture.

PANTHER pathway analysis of 3-D grown Elf1 cells depicted a higher representation of DEGs associated with cytoskeleton regulation by Rho GTPase as well as integrin, cadherin and Wnt signaling; whereas, fewer DEGs were observed in Ras and p53 pathways in comparison to 2-D cultured cells. Based on these findings, we performed further KEGG pathway analyses and proposed a potential mechanism for the long-term maintenance of naïve pluripotency in Elf1 cells grown in the 3-D self-assembling scaffolds.

In both mouse and human ESCs, focal adhesion, and integrin signaling serve pleiotropic roles in anchorage, contractility, survival, proliferation, as well as support or inhibition of self-renewal [71]. Our study revealed upregulation in 3-D grown cells of several genes such as *FLNC*, *COL4*, *CAV1*, and *SERPINE1*, as well as *ITGB1*, *ILK*, and *AKT1*, which have been reported to be associated with actin cytoskeleton remodeling [72], and integrin-mediated focal adhesion activation [73], respectively. 

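CAV1, on chromosome 7 from 116524994 to 116561179, had 150.0 ± 1.00 normalized CPM in 2-D and 165 ± 3.71 in 3-D grown cells (n = 2 each), a log2 fold change of 0.14 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0141). FLNC had a log2 fold change of 0.15 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0421), which was 0.21 without 3-D replicate 1 and 0.08 without 3-D replicate 2. ILK was higher by 0.18 (standard error 0.05, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0492) and was called under 3 of 14 alternatives. AKT1 (chromosome 14, from 104769349 to 104795751) had 82.6 ± 1.13 and 89.1 ± 2.98 normalized CPM, a log2 fold change of 0.11 that did not pass (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0847), and it was called under 0 of 14 alternatives.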

Activated integrin signaling stimulates the PI3K/Akt signaling pathway, which results in downstream inhibition of the ERK signaling pathway [74], playing an essential role in both mouse and human ESC pluripotency [75]. Additionally, mechanical cues arising from the ECM are transduced to the nucleus through cytoskeleton remodeling and stress fibers via integrins and focal adhesion complexes [76]. Changes in the actin cytoskeleton induced by substrate stiffness are often regulated by activation of Rho GTPases [77] and promote translocation of mechanosensitive transcription factors such as Yes-associated protein (YAP) to the nucleus in human ESCs [78]. Induction of YAP expression was shown to aid in the long-term survival and expansion of human ESCs in 2-D culture [79]. Furthermore, we have shown the induction of naïve-like pluripotency in primed human ESCs grown in 3-D culture, which was abolished upon inhibition of YAP [37]. These observations further suggest a mechanistic role of cytoskeleton remodeling and mechanical signaling in the maintenance of pluripotency.

In addition, we observed differential activation of Wnt signaling in 2-D and 3-D culture conditions at a transcriptional level, which is supported by several studies suggesting that application of mechanical stimuli and alteration in substrate topography can stimulate Wnt signaling, which plays a role in cell differentiation and maturation in adult stem cells [80,81,82]. In ESCs, Wnt/β-catenin signaling performs functions in self-renewal, differentiation, and lineage commitment [83]. Activation of Wnt signaling has been shown to promote self-renewal of naïve human ESCs but is not directly required for the expression of pluripotent markers [84]. Upon transition from the naïve to the primed state, Wnt signaling is largely downregulated [85]. Furthermore, sustained activation of Wnt/β-catenin signaling is needed to preserve normal DNA methylation epigenetic stability in mouse ESCs [86]. Our results suggest diverse transcriptional changes associated with the Wnt pathway, including upregulation of downstream Wnt targets, including transcription factors, *TCF7*, *TCF7L1*, and *LEF1*, and chromatin remodeling complexes *CREBBP* and *EP300*, encoding CREB-binding protein (CBP) and p300, respectively. 

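TCF7L1, on chromosome 2 from 85133392 to 85310387, had 41.5 ± 0.189 normalized CPM in 2-D and 49.5 ± 2.10 in 3-D grown cells (n = 2 each), a log2 fold change of 0.25 (standard error 0.05, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00879). TCF7 was higher by 0.14 (standard error 0.04, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0384). LEF1 (chromosome 4, from 108047545 to 108168956) had 22.9 ± 1.30 and 26.8 ± 0.427 normalized CPM, a log2 fold change of 0.23 that did not pass (standard error 0.07, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0702). EP300 was higher by 0.14 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0138) and CREBBP by 0.29 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.71e-04).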

While TCF7 has been shown to be essential for self-renewal in mouse ESCs [87], TCF7L1 plays an important role in human ESC pluripotency via suppression of primitive streak gene expression [88]. Overexpression of TCF7L1 causes downregulation of mesodermal gene expression and leads to an improved somatic cell reprogramming and colony formation [89]. However, stabilization of β-catenin has been shown to also enhance self-renewal in naïve mouse ESCs in a TCF independent manner, whereby nuclear β-catenin acts by directly interacting with the master transcription factor, OCT4, to induce the expression of pluripotent genes [90]. Coactivators p300/CBP serve redundant roles to stabilize long-range chromatin loops, which aid in the recruitment of other transcription factors and coregulators, thus promoting the expression of self-renewal genes [91]. Furthermore, transcriptional coactivator p300 has been shown to directly aid in the recruitment of the NANOG-OCT4-SOX2 complex in mouse ESCs [92].

Interestingly, human ESC self-renewal has also been shown to be enhanced by short-term stimulation of Wnt/β-catenin signaling via upregulation of E-cadherin and the subsequent activation of the PI3K/Akt pathway [83]. We observed a higher number of upregulated DEGs associated with cadherin signaling in 3-D grown cells. This may suggest a role for the cadherin-mediated cell-cell interactions in the maintenance of the self-renewing state via altered cell-cell interactions in 3-D culture. 

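E-cadherin's gene CDH1, on chromosome 16 from 68737292 to 68835537, was among the called cadherins. It had 450.3 ± 3.57 normalized CPM in 2-D and 484 ± 3.82 in 3-D grown cells (n = 2 each), a log2 fold change of 0.11 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0470). It was called under 10 of 14 alternatives.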

E-cadherin has been shown to stabilize LIF signaling [93] and control intracellular levels of β-catenin [94]. Furthermore, 2-D grown cells were characterized by upregulated DEGs in the Ras signaling pathway. 

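The RAS GTPases went both ways, 3 of the 6 tested being higher in 2-D and 3 higher in 3-D grown cells, with 1 called in each direction. HRAS, the one called higher in 3-D grown cells, lies on chromosome 11 from 532242 to 537321. It had 1.48 ± 0.447 normalized CPM in 2-D and 6.58 ± 2.36 in 3-D grown cells (n = 2 each), a log2 fold change of 2.12 (standard error 0.26, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.71e-04). HRAS has a near-identical copy on an alternate contig of hg38, so its counts are uncertain.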

Ras signaling is repressed in naïve pluripotency and modulates cadherin protein expression and the epigenetic landscape, playing an important role in the transition to primed pluripotency [95]. We observed the downregulation of *CTNNB1*, the gene encoding β-catenin, in 3-D grown cells. 

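CTNNB1, on chromosome 3 from 41194741 to 41260096, had 594 ± 5.23 normalized CPM in 2-D and 552 ± 11.6 in 3-D grown cells (n = 2 each). Its log2 fold change was −0.11 (standard error 0.03), with both 3-D libraries below both 2-D libraries, and stayed between −0.13 and −0.09 with each library left out in turn. The difference did not pass the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0519), but was called under 9 of 14 alternatives, whose adjusted p ranged from 0.00197 to 0.325.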

Since Wnt signaling is regulated by post-translational modifications of β-catenin and extensive crosstalk with other signaling pathways [96], additional studies are warranted to determine the levels of activated β-catenin upon culture in 3-D scaffolds.

Global transcriptome analysis suggested that 3-D culture in the self-assembling scaffold repressed the p53 signaling pathway in Elf1 cells. p53 acts as a transcriptional regulator of cell cycle arrest and apoptosis and is important for the maintenance of genetic integrity in response to various cellular stresses [97]. In ESCs, p53 is present at low levels in the nucleus, and activation is associated with the induction of differentiation, repressing self-renewal via regulation of key pluripotent markers and microRNAs [98,99,100]. As such, both the maintenance of pluripotency and efficient somatic reprogramming require the suppression of p53 signaling [99]. Additionally, integrin-mediation via focal adhesion kinase (FAK) stimulates Akt signaling, resulting in downstream suppression of p53, which promotes cell survival and maintenance of pluripotency [101]. Transcriptional comparison of naïve ESCs showed increased expression of DEGs associated with the p53 pathway and the p53 feedback regulatory loop, involving *APAF1*, *ATM*, and *CYCS*, when cells were cultured in 2-D culture conditions. This may indicate that 2-D culture resulted in increased heterogeneity due to spontaneous differentiation [27] or enhanced proliferation [102], well-known limitations of traditional planar culture [6].

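CYCS, on chromosome 7 from 25118656 to 25125260, had 307 ± 4.53 normalized CPM in 2-D and 269.9 ± 0.426 in 3-D grown cells (n = 2 each), a log2 fold change of −0.19 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00213). APAF1 (chromosome 12, from 98645290 to 98735433) had 57.3 ± 2.31 and 50.6 ± 1.03 normalized CPM, a log2 fold change of −0.18 (standard error 0.05, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0338). ATM had a log2 fold change of −0.14 (standard error 0.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0137), which stayed between −0.16 and −0.12 with each library left out in turn.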

## 5. Conclusions

Overall, 3-D culture conditions appeared to modulate transcriptional regulation of several signaling pathways associated with adhesion and self-renewal, implicating that transduction of mechanical cues from the surrounding scaffold microenvironment may play a role in the regulation of self-renewal and pluripotent marker expression in 3-D culture conditions.

Although these results based on global gene expression are interesting, further studies are warranted that focus on determining the effect of mechanical stress on cytoskeleton dynamics, as well as activation of Wnt and p53 signaling at a translational level. Additional knockdown studies for controlled Wnt and/or p53 signaling may also provide useful insights into the regulation of naïve and primed pluripotent states. It would also be interesting to delineate the effects of cell-cell and cell-material mechanical interactions by comparing the effect of comparatively sized ESC spheroids on gene expression. Nevertheless, our findings suggest the importance of mechanical signaling and culture dimensionality on ESC self-renewal and may foster further developments in the long-term 3-D culture of ESCs and their use for cell therapy and regenerative medicine.

## Figures and Tables

**Figure 1:**
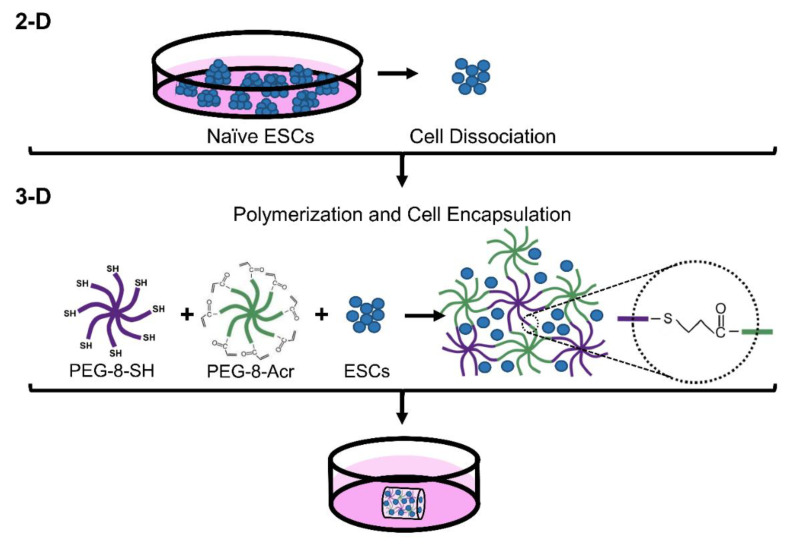
Encapsulation and 3-D culture of naïve human embryonic stem cells (ESCs) in self-assembling scaffolds. Elf1 cells grown in 2-D culture conditions were dissociated into single cells and mixed with self-assembling end-functionalized polymers, polymers functionalized with thiol (PEG-8-SH) and acrylate (PEG-8-Acr). The polymer/cell mixture was then transferred to a syringe mold and allowed to form 3-D scaffolds, encapsulating the cells. The scaffolds were then transferred to 24-well plates containing culture medium.

**Figure 2:**
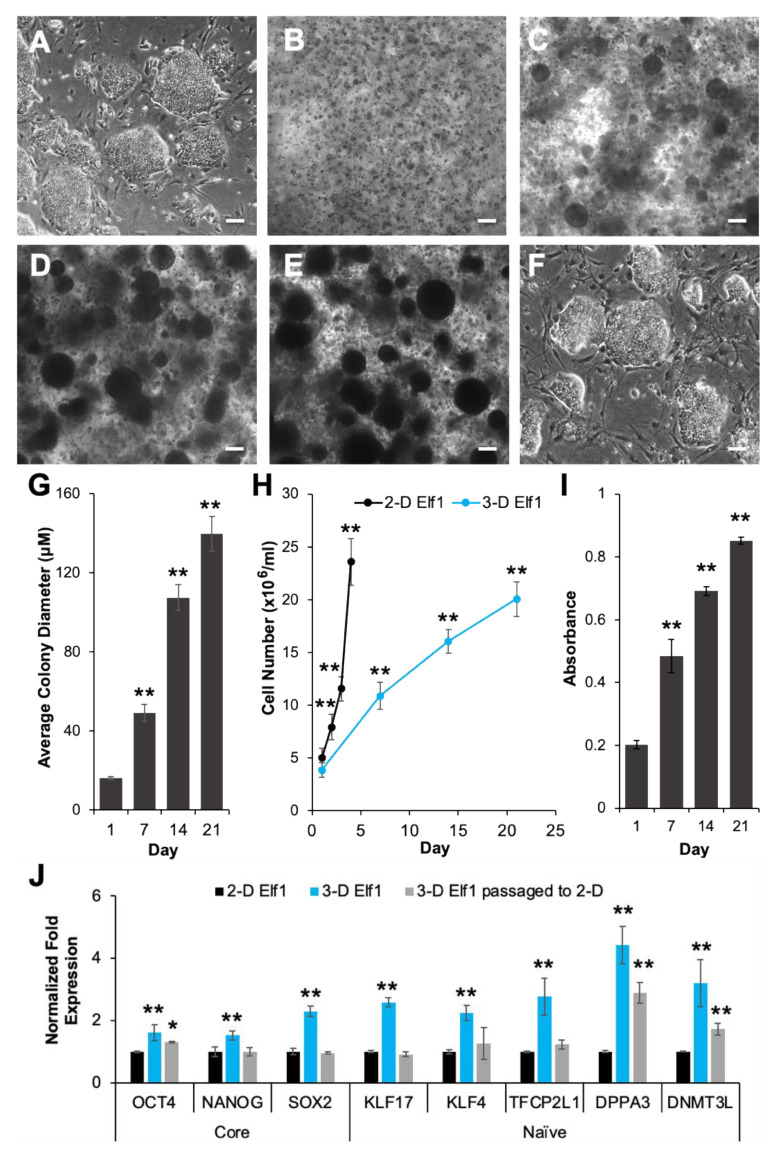
Comparison of naïve ESCs grown in 2-D and 3-D culture conditions. (**A**) Light micrographs (LM)showing the morphology of naïve human ESCs (Elf1) cells grown in 2-D conditions, (**B**–**E**) LM showing the morphology of Elf1 cells grown in 3-D PEG-8-SH/PEG-8-Acr scaffolds for 0, 7, 14 and 21 days, respectively. (**F**) LM of Elf1 cells grown in 3-D and then subcultured back to 2-D culture conditions displayed undifferentiated morphology and clonal growth comparable to the initial 2-D grown cells. All scale bars represent 100 μm. (**G**) Quantification of colony size of Elf1 cells grown in 3-D scaffolds was determined using ImageJ software and expressed as average diameter (μm) ± SEM. (**H**) Growth of Elf1 cells in 2-D and 3-D culture conditions was assayed by direct counts at various time points using a hemocytometer. Data are presented as cell number (×10^6^ cells/mL) ± SEM. (**I**) Quantitative determination of ESC proliferation by MTT assay. Results were expressed as the absorbance ± SEM with a significant increase in cell number. (**J**) Expression of core and naïve pluripotency markers in Elf1 cells grown in 2-D and 3-D culture conditions as well as 3-D grown cells passaged to 2-D culture as determined by qRT–PCR. Results were expressed as the fold expression ± SEM normalized to reference genes *HMBS* and *GAPDH* (* *p* ≤ 0.05 and ** *p* ≤ 0.01).

**Figure 3:**
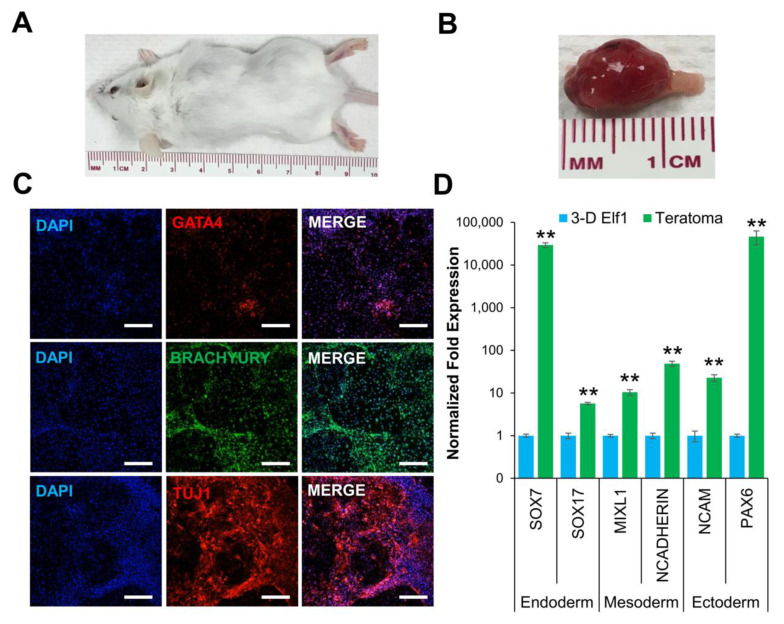
3-D cultured naïve ESCs produced teratomas in SCID-beige mice. (**A**) Tumor growth was observed in all mice injected with 3-D grown Elf1 cells (*n* = 3). (**B**) Explanted tumor at 4 weeks showed well-circumscribed lobular morphology consistent with teratoma formation. (**C**) Confocal images (10×) depict the presence of GATA4, BRACHYURY, and TUJ1 protein expression representing endoderm, mesoderm, and ectoderm, respectively. All scale bars represent 100 μm. (**D**) Gene expression analysis by qRT–PCR showed that teratomas expressed *SOX7*, and *SOX17* (endoderm)*, MIXL1*, and *N-CADHERIN* (mesoderm), and *NCAM,* and *PAX6* (ectoderm). Results are expressed as the fold expression ± SEM normalized to reference genes *HMBS* and *GAPDH* (** *p* ≤ 0.01).

**Figure 4:**
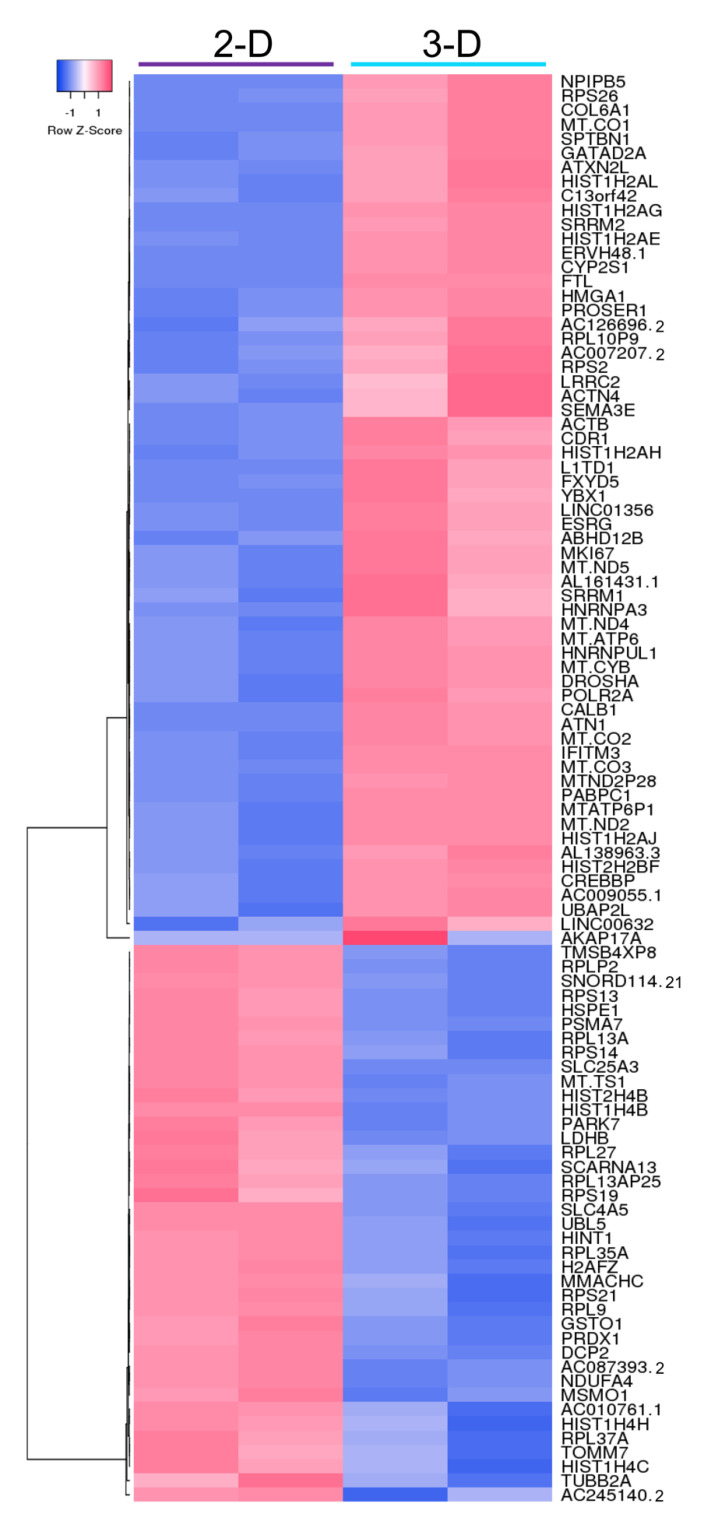
Heatmap showing raw z-scores of RNA-seq log2 transformed values of the top 100 differentially expressed genes in 2-D and 3-D cultured Elf1 cells. Up- and downregulated genes are red and blue, respectively.

**Figure 5:**
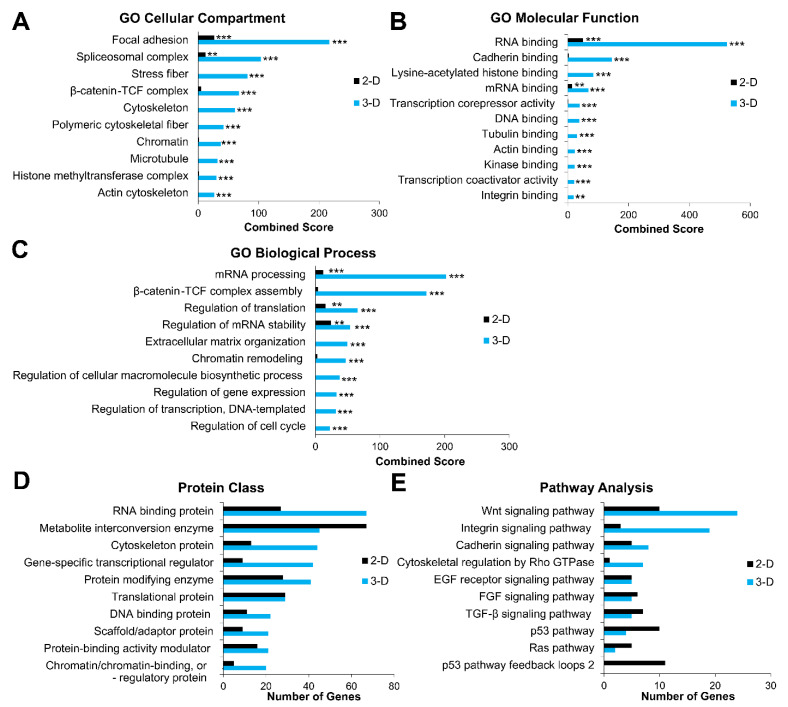
Gene ontology analysis of differentially expressed genes in naïve ESCs cultured under 2-D and 3-D conditions. (**A**–**C**) Enrichr and (**D**,**E**) protein analysis through evolutionary relationships (PANTHER) analysis of differential gene expression with Benjamini–Hochberg false discovery rate (FDR) < 0.05 as determined by DESeq2 analysis. (**A**–**C**) Gene ontology (GO) term enrichment analysis depicting upregulated differentially expressed genes (DEGs) associated with the cellular compartment, molecular function, and biological processes, respectively. The *x*-axis represents the combined score (*p*-value multiplied by the z-score) generated by Enrichr (** *p* ≤ 0.01, and *** *p* ≤ 0.001). (**D**,**E**) Upregulated protein classes and pathways associated with 2-D in 3-D cultured Elf1 cells according to PANTHER analysis, respectively. The *x*-axis represents the number of genes associated with each category.

**Figure 6:**
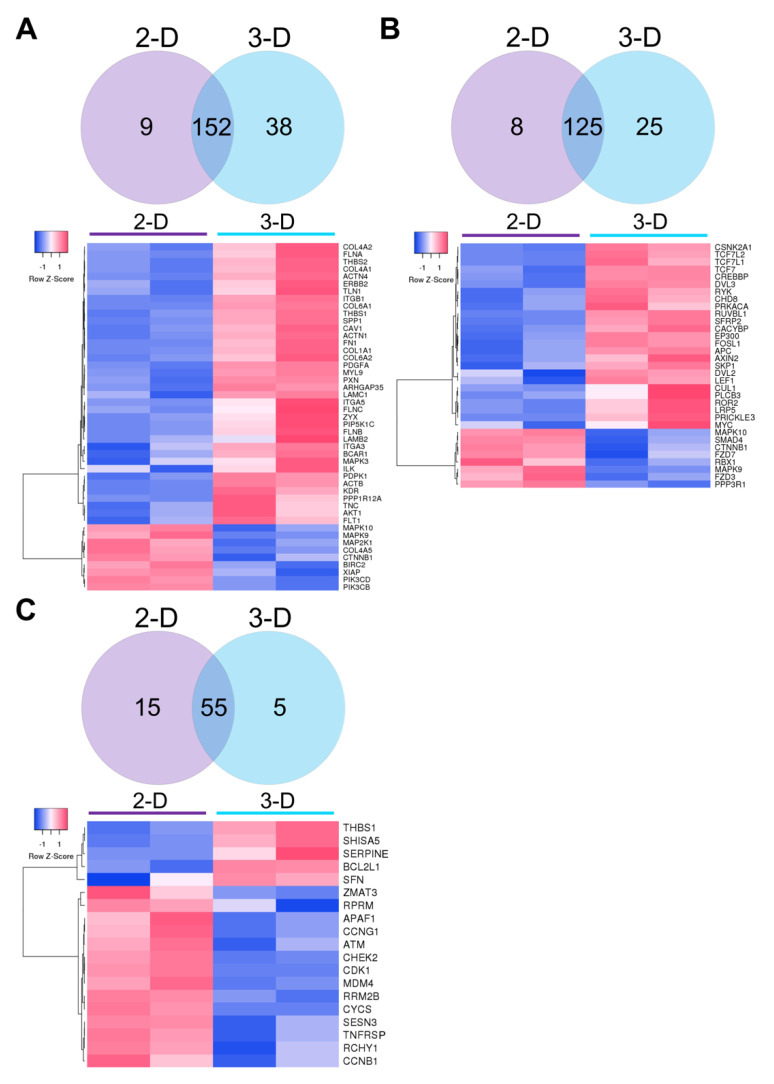
Heatmaps showing raw z-scores of RNA-seq log2 transformed values of 2-D and 3-D grown naïve ESCs. Venn diagrams show the number of genes upregulated in 2-D, genes not significantly changed between 2-D and 3-D, and genes upregulated in Elf1 cells during growth in 3-D scaffolds. Up- and downregulated genes are red and blue, respectively, at a cutoff of *p* < 0.05. Heatmaps depicting significantly DEGs associated with the (**A**) focal adhesion pathway, (**B**) Wnt pathway, and (**C**) p53 pathway were determined using Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis.

**Figure 7:**
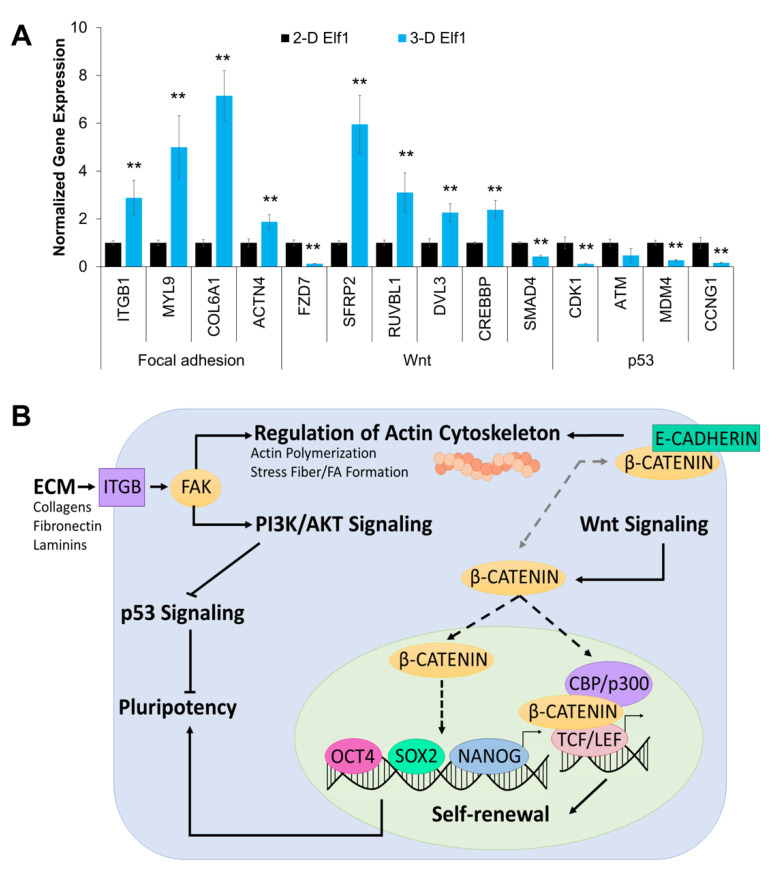
Analysis of genes involved in the maintenance of pluripotency in 3-D grown naïve ESCs. (**A**) 3-D culture conditions affected the expression of genes associated with focal adhesion, Wnt, and p53 signaling pathways as determined by qRT–PCR. Results were expressed as the fold expression ± SEM normalized to reference genes *HMBS* and *GAPDH* (** *p* < 0.01). (**B**) The proposed pathway involved in the maintenance of pluripotency of Elf1 cells grown under 3-D culture conditions.

**Table 1:** List of human primer sequences used in qRT–PCR.

Gene	Primer Sequence		
	Forward (5′-3′)	Reverse (5′-3′)	Product Length
*ACTN4*	TGGCTGCTGAATGAGATCCG	GGCTTTGATGTCCGATAGTGT	156
*ATM*	CCTACCAAATCCCTCCACC	CCTTGAGCATCCCTTGTGTT	236
*CCNG1*	AATGAAGGTACAGCCCAAGCA	GCTTTGACTTTCCAACACACC	195
*CDK1*	TGCTGGGGTCAGCTCGTTAC	TGGGATGCTAGGCTTCCTGG	232
*COL6A1*	TCAAGAGCCTGCAGTGGATG	TGGACACTTCTTGTCTATGC	377
*CREBBP*	AGTAACGGCACAGCCTCTCA	CCTGTCGATACAGTGCTTCTAG	115
*DNMT3L*	CTGCTCCATCTGCTGCTCC	ATCCACACACTCGAAGCAGT	85
*DPPA3*	AGACCAACAAACAAGGAGCCT	CCCATCCATTAGACACGCAGA	88
*DVL3*	ACAATGCCAAGCTACCATGCTTC	AGCTCCGATGGGTTATCAGCAC	103
*FZD7*	GCAAAGCAGCGCAAATCTGA	AACCTCTGGCTTAACGGTGTGTG	116
*GAPDH*	ACAACTTTGGTATCGTGGAAGG	GCCATCACGCCACAGTTTC	101
*HMBS*	AGGAGTTCAGTGCCATCATCCT	CACAGCATACATGCATTCCTCA	104
*ITGB1*	GGATTCTCCAGAAGGTGGTTT	TGCCACCAAGTTTCCCATCT	143
*KLF17*	TCAGGAAGGGACTGGTAGAA	GTACCCGCATATGTCGTCTAAG	206
*KLF4*	CGAACCCACACAGGTGAGAA	TACGGTAGTGCCTGGTCAGTTC	75
*MDM4*	CTAAGTCCTTAAGTGATGATACCGATG	AACTTTGAACAATCTGAATACCAATCC	151
*MIXL1*	CCGAGTCCAGGATCCAGGTA	CTCTGACGCCGAGACTTGG	58
*MYL9*	GAGCCCAAGCGCCTTCT	GTCAATGAAGCCATCACGGT	202
*NANOG*	AAAGAATCTTCACCTATGCC	GAAGGAAGAGGAGAGACAGT	110
*N-CADHERIN*	TGTTTGGCCTGGCGTTCTTT	AGGAGACAGAAACGAAGCCA	156
*NCAM*	AGGAGACAGAAACGAAGCCA	GGTGTTGGAAATGCTCTGGT	161
*OCT4*	CCCCTGGTGCCGTGAA	GCAAATTGCTCGAGTTCTTTCTG	97
*PAX6*	CTTTGCTTGGGAAATCCGAG	AGCCAGGTTGCGAAGAACTC	103
*RUVBL1*	TTGCTCAGGAGCTGGGTAGT	CCCATGGGATTCTCTGTCTC	196
*sFRP2*	ACGGCATCGAATACCAGAACA	CTCGTCTAGGTCATCGAGGCA	176
*SMAD4*	CCAGGATCAGTAGGTGGAAT	GTCTAAAGGTTGTGGGTCTG	243
*SOX17*	CGCACGGAATTTGAACAGTA	GGATCAGGGACCTGTCACAC	182
*SOX2*	TTGCTGCCTCTTTAAGACTAGGA	CTGGGGCTCAAACTTCTCTC	75
*SOX7*	ACGCCGAGCTCAGCAAGAT	TCCACGTACGGCCTCTTCTG	73
*TFCP2L1*	TTTGTGGGACCCTGCGAAG	TGCTTAAACGTGTCAATCTGGA	129

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161306.

How the deposited data were processed for this re-analysis (not part of the article)

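RNA of naïve human ESC line Elf1 was measured by RNA-seq in 2-D culture and after 21 days in the 3-D scaffolds, with 2 libraries per condition. The authors depleted ribosomal RNA, sequenced with paired ends, trimmed the reads with Trim Galore!, mapped them to hg38 with HiSat2 and assigned them to GENCODE genes with featureCounts. The deposited counts are whole numbers per gene without normalization, 1 set per library, and replicates were not pooled. The deposited normalized signal is the count of a gene divided by 1 DESeq2 size factor per library, by the authors. The same deposited table gives the authors' DESeq2 log2 fold change of 3-D over 2-D grown cells, and as scores its standard error and Wald statistic, with p-values and adjusted p-values. In that table, 1 gene (MT-ND1) is listed with a p above 1 because its exponent has lost the minus sign, and the authors' calls counted here include it.

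Totals of the counts were 33833778 and 30114220 in the 2-D libraries and 21154409 and 18276147 in the 3-D libraries, with a mean of 25.8 × 10⁶. These are the depths that the values use. The files list 60564 gene identifiers, of which 60295 were matched to symbols of GENCODE release 44, the annotation used for names, positions, lengths and GC content. The 269 others held 0.122% of the counts. Between libraries of a condition, counts differed by more than sampling noise, with a chi-square over its degrees of freedom of 2.45 in 2-D and 4.39 in 3-D, so each library was kept as a replicate.

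Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filter on low counts (22555 genes tested), its quasi-likelihood test in the default legacy mode, a design with condition alone and Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 are called. Values per library are TMM-normalized CPM, and the standard error of a log2 fold change was taken from the test statistic as the size of the change over the square root of F. A fold change against a condition with 3 or fewer counts in each library is imprecise and is a rough estimate at most. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry and camera's estimated correlation beside it, for sets with at least 3 tested genes and with Benjamini-Hochberg adjustment over the sets of a kind. The 26 gene families are patterns of symbols, and 8 of the 24 that are not pseudogene families also hold pseudogenes. Some families and genes are not reported here. The families reported are the FGF, RAS, SR and SF3, TCF and LEF, TGF-β, Wnt and frizzled, cadherin, chromatin remodeler, collagen, cytosolic ribosomal protein, filamin and actinin, histone lysine methyltransferase, hnRNP, integrin, kinesin, laminin, mitochondrial pseudogene, mitochondrially encoded protein, nuclear respiratory chain, proteasome, histone, ribosomal protein pseudogene, snRNP, translation initiation factor and tubulin families. The 14 marker lists, written from general knowledge, are the Wnt target, YAP target, core pluripotency, endoderm, fibroblast, hypoxia, immediate early, mesoderm, naive pluripotency, neural ectoderm, p53 target, primed pluripotency, proliferation and trophoblast lists. The lists of genes in the paper's figures were read from Figures 2J, 4, 6 and 7A, where 91 of 100 labels of Figure 4 and all labels read from the others were matched.

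The genes named in the text were chosen by a rule. It takes every gene the paper names in its RNA-seq results, their discussion or those figures, the members of the families and marker lists, and the 10 genes with the largest log2 fold change in each direction among the called genes whose libraries do not overlap between conditions. Families, lists, the naming rule, the main test and 11 tested alternatives were set before the data were examined. The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, DESeq2 size factors in the edgeR fit and library size only. The scaling was also changed to TMM factors and library sizes without mitochondrial, histone and ribosomal protein genes. Others were no filter on low counts (genes with at least 1 count), at least 10 counts in every library and a replicate block. Offsets for gene length and GC content (splines with 5 degrees of freedom) were used alone and with the block. The last was limma-trend on log2 of the deposited normalized values plus 1. Each library was also left out in turn, which gives values with no test. DESeq2 with a fold change prior, edgeR without its legacy mode and the 2-D libraries thinned to the 3-D depth were added after seeing the data.

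Near-identical copies were found by aligning the longest transcript of each of 22467 tested genes to hg38, alternate contigs included, with minimap2 2.31-r1302, and an alignment elsewhere over at least 80% of the transcript with at least 98% identity counts as a copy. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The procedures were tested on simulated counts for 22467 genes, with 200 of them changed. Without a simulated GC trend, the quasi-likelihood test called 61% of the genes changed by 1 on the log2 scale and 13% of those changed by 0.3. Of its calls, 5.13% were unchanged genes. DESeq2 called 42% and 6%, with 4% of its calls unchanged genes. Of the genes changed by 1, 62% were called with the replicate block, 63% by the likelihood ratio test and 58% by limma-trend. There limma-trend used log2 of CPM plus 1, not the deposited normalized values. Each simulated gene had the trended dispersion of its abundance and none of its own. The simulation thus does not show how these tests compare in the data. A simulated GC trend had a Spearman rho of 0.586 with the fold changes before the offsets and 0.0334 after them. With that trend, 95.4% of the calls without offsets were unchanged genes, and 2.30% of the calls with offsets. The rho in the data was 0.14 over all genes and 0.30 over those above a log2 CPM of 5. The share of unchanged genes among the calls in the data is therefore not given by this simulation. camera and fry called 0 of 20 unchanged sets, and a raised set had an adjusted p of 3.03e-25 with camera and 0.192 with fry. The simulated genes varied independently of each other. False calls by camera's preset correlation among correlated genes were therefore not tested.

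GO, PANTHER and KEGG memberships and the qRT-PCR, imaging and mechanical data were not used here. With 2 libraries per condition, no relation across samples was computed and no permutation of labels can reach a p of 0.05.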

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

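The tests of ribosomal RNA loci and of near-identical copies were chosen only after these results were seen.

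ENSG00000281181 is a lncRNA that the paper does not discuss. It lies inside the 18S ribosomal RNA gene RNA18SN1, on chromosome 21 from 8437629 to 8438551, on the opposite strand. Its log2 fold change was 5.97 (standard error 1.03, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00354), from 25 and 580 counts in the 2-D libraries to 22488 and 1525 in the 3-D libraries. The log2 fold change was 3.17 without 3-D replicate 1 and 9.66 without 2-D replicate 2. It was called under 12 of 14 alternatives, and not with DESeq2 (adjusted p = 0.0540, Wald test, Benjamini-Hochberg) nor with its fold change prior, chosen after seeing the data, which gave the highest adjusted p (0.505). The lowest, 0 as computed, came with no filter on low counts, where no gene keeps its own variance. The lncRNAs ENSG00000280614 and ENSG00000280800, inside RNA18SN3 and RNA18SN2, had log2 fold changes of 7.34 and 6.99, and ENSG00000281383 one of 8.88. Across these 4 loci, the 3-D libraries differed from each other by 10.2-fold to 17.0-fold. More ribosomal RNA of every kind in the 3-D libraries is argued against by RNA5-8SN3, whose log2 fold change was −1.47 (standard error 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.19e-06). A candidate explanation is ribosomal RNA depletion that varied between single libraries. The mitochondrial ribosomal RNA MT-RNR2 differed by 31.0-fold between the 2-D libraries (134 and 3720 counts). Between the 3-D libraries it differed by 1.35-fold, MT-RNR1 by 1.43-fold, RNA5-8SN1 by 1.10-fold and RNA5-8SN3 by 1.45-fold, so depletion that varied for all ribosomal RNA alike is not seen there, and depletion that varied for 18S ribosomal RNA alone stays open. The strand used in the counting and the treatment of reads that map to several places stay open, and an effect of the 3-D culture on these loci was not tested apart from them.

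PPT2-EGFL8 is the protein-coding gene with the largest log2 fold change among the called genes, and the paper does not discuss it. It lies on chromosome 6 from 32153845 to 32171978. It had 0.400 ± 0.0314 normalized CPM in 2-D and 5.11 ± 0.205 in 3-D grown cells (SD, n = 2 each), a log2 fold change of 3.67 (standard error 0.22, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.55e-06). It stayed between 3.58 and 3.74 with each library left out in turn, and was called under all 12 alternatives that tested it. Its transcript has 6 near-identical copies on alternate contigs of hg38. Of 30 protein-coding genes called with an absolute log2 fold change above 1, 23 (76.7%) have a near-identical copy, 20 of them on an alternate contig, against 390 of 14305 protein-coding genes tested (2.73%). Over 10000 random lists matched on expression, the median share was 3.33%, the highest was 23.3% and 0 reached the observed share. Among the 1398 protein-coding genes called with a smaller change, the share was 2.36%. A candidate explanation is that reads were placed or discarded differently among the copies in the 2-D and 3-D libraries. The 23 genes went both ways, 17 higher in 3-D and 6 higher in 2-D grown cells, and UBR7, NSF, AKAP17A and HRAS are among them with log2 fold changes of 2.69, 2.45, 2.25 and 2.12. Which step of the processing would do this was not tested, and a change of these genes with the culture stays open.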

How the results depend on the processing

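Beside the 11 tested alternatives set before the data were examined, 3 were chosen after seeing the data (DESeq2 with a fold change prior, edgeR without its legacy mode and thinning). For the changes listed here, the cause was not tested except where it is given.

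Genes with an adjusted p below 0.05 numbered 1782, and from 794 to 2486 across the alternatives. edgeR's likelihood ratio test called 1139 genes, 651 higher in 3-D and 488 higher in 2-D grown cells. DESeq2 called 794 (509 and 285), with an adjusted p for 9429 genes. DESeq2 with a fold change prior called 802 (512 and 290). Of the 1782 genes, 1075, 782 and 788 were also called by these 3. In the simulation DESeq2 also called fewer of the changed genes, 42% against 61% of those changed by 1. Library size as the only scaling lowered the median log2 fold change of all tested genes by construction, to −0.065, and called 514 genes higher in 3-D and 1879 higher in 2-D grown cells, so that 21.5% of calls were higher in 3-D, against 57.5% with TMM. With that scaling 31 of the first 100 genes were higher in 3-D grown cells, against 60. Genes with an adjusted p below 0.01, 764 of them, became 1689 with no filter on low counts, 485 with DESeq2, 495 with its prior and 471 with the 2-D libraries thinned. With no filter 42231 genes were tested and the prior of the quasi-likelihood test became infinite, against 10.3 degrees of freedom with the filter, so that genes of like abundance shared a variance and the added calls come from its construction. Thinning is a limit of depth, since it removed counts alone (1 random draw), and 1287 of the 1782 calls remained.

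Of the 47 genes of Figure 6A, 31 were called, and 11 with the likelihood ratio test, 18 with library size only, 15 with DESeq2, 16 with its prior and 19 with thinning. Of the 33 genes of Figure 6B, 20 were called, and 10 with the likelihood ratio test, 10 with DESeq2 and 10 with its prior. Of the 18 genes of Figure 6C, 14 were called, and 5 with the likelihood ratio test, 5 with DESeq2, 6 with its prior and 8 with thinning. Calls stayed between 85 and 89 for Figure 4 and between 11 and 14 for Figure 7A. Of the genes of Figure 2J, 0 were called and 2 had an unadjusted p below 0.05, and 1 (SOX2) was called with no filter on low counts, where it has no variance of its own. Set tests called 12 families and 3 marker lists with camera's preset correlation. fry called 0 families and 5 lists, and camera's estimated correlation called 0 of each.

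The replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their condition's mean had a correlation of −0.0079 over all tested genes and −0.037 over abundant ones. With the replicate number as a block, 2167 genes had an adjusted p below 0.05 and 1187 below 0.01, and 1 gene of Figure 2J (SOX2) was called, also with offsets (1 gene, SOX2). With the block, fry called 0 families and 0 lists.

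The Spearman rho of the log2 fold change with GC content across genes, which are not independent replicates, was 0.14. It was 0.010 with offsets for gene length and GC content and 0.010 with the block and offsets, which reduce it by construction, and 0.18 with DESeq2 and a fold change prior, the highest of the alternatives. Across the 4 fits without a library it ran from 0.088 (without 3-D replicate 2) to 0.16 (without 3-D replicate 1).

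Directions that reversed under the tested alternatives belonged to changes near 0. With library size only, the log2 fold change became −0.021 for POU5F1, −0.018 for CSNK2A1 and −0.024 for SPARC. The medians became −0.033 for RAS GTPases, −0.059 for SR splicing factors and SF3 subunits, −0.038 for cadherins and protocadherins, −0.0040 for histone lysine methyltransferases, −0.020 for kinesins, −0.0086 for laminins, −0.027 for replication-dependent histones, −0.043 for translation initiation factors, −0.037 for YAP targets, −0.024 for core pluripotency, −0.048 for hypoxia, −0.0061 for immediate early genes, −0.052 for neural ectoderm and −0.029 for proliferation. With offsets and with block and offsets, DPPA3 became 0.0075 and 0.013, and the medians of proteasome subunits 0.0073 and 0.0073, snRNP proteins 0.056 and 0.051 and neural ectoderm −0.028 and −0.029. With at least 10 counts in every library, the median became 0.018 for FGF ligands and receptors and −0.0027 for SR splicing factors and SF3 subunits. With thinning, it became 0.0024 for TGF-β ligands, receptors and SMADs and −0.0014 for hypoxia.

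Across the 4 fits that each left out one library, the log2 fold change ran from −0.22 to 0.070 for DNMT3L, −0.22 to 0.085 for DPPA3, −0.10 to 0.18 for POU5F1, −0.18 to 0.10 for TUBB2A, −0.094 to 0.017 for COL1A2, −2.90 to 2.05 for MT-RNR2 and −4.01 to 1.69 for MT-RNR1. DPPA3 (0.085), MT-RNR2, MT-RNR1, RAS GTPases, histones, neural ectoderm (−0.045) and trophoblast (0.15) reversed without 2-D replicate 2. DNMT3L, DPPA3 (0.052), POU5F1, YAP targets, hypoxia, neural ectoderm (−0.063) and trophoblast (0.13) reversed without 3-D replicate 2. TUBB2A, FGF (0.0039) and proteasome subunits reversed without 2-D replicate 1, and COL1A2, FGF (0.00090), neural ectoderm (−0.044) and trophoblast (0.11) without 3-D replicate 1. Medians ran from −0.046 to 0.0039 for FGF ligands and receptors, −0.0097 to 0.081 for RAS GTPases, −0.045 to 0.0037 for proteasome subunits, −0.0029 to 0.041 for replication-dependent histones, −0.030 to 0.082 for YAP targets, −0.00013 to 0.0063 for hypoxia, −0.063 to 0.078 for neural ectoderm and −0.20 to 0.15 for trophoblast.

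Over all alternatives, 48 single-gene results became weaker and 17 stronger under at least 1 of them, and 15 set results became weaker and 7 stronger. Set tests were not run for DESeq2 and the likelihood ratio test.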

Differences from the paper's values

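All tests compared here were set before these values were seen, except DESeq2 with a fold change prior, edgeR without its legacy mode and thinning. At an adjusted p below 0.05 the quasi-likelihood test called 758 genes higher in 2-D grown cells, against the paper's 489. Among the alternatives set before the data were examined, edgeR's likelihood ratio test (488), offsets for gene length and GC content (663) and limma-trend (665) came within 1.5 times of the paper's count, and so did thinning of the 2-D libraries (554), which was chosen after seeing the values. The others did not. Counts came to a mean of 25.8 × 10⁶ per library, against 47 × 10⁶ reads in the paper, and to 51.7 × 10⁶ reads if each count is a pair of reads, which would be within 1.5 times of the paper's value; whether reads or pairs were counted is not known here.

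For the genes of Figure 2J, the RNA-seq fold changes of 3-D over 2-D grown cells are set against the paper's qRT-PCR. The paper's values were 1.6 for POU5F1, 2.3 for SOX2, 2.6 for KLF17, 2.2 for KLF4, 2.7 for TFCP2L1, 4.4 for DPPA3 and 3.2 for DNMT3L. The RNA-seq gave 1.03, 1.10, 1.42, 1.06, 0.963, 0.951 and 0.956. Of the alternatives set before the data were examined, POU5F1 came within 1.5 times of the paper's value without 3-D replicate 1 (1.13) and KLF17 without 2-D replicate 2 (2.1), both still below it. For the other 5 genes none of them came within 1.5 times. NANOG, at 1.5 in the paper, was at 1.06, lower but within 1.5 times.

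In Figure 7A the paper shows qRT-PCR bars. They stand at about 2.9 for ITGB1, about 5.0 for MYL9, about 7.2 for COL6A1, about 1.9 for ACTN4, about 0.12 for FZD7, about 6.0 for SFRP2, about 3.1 for RUVBL1, about 2.3 for DVL3, about 2.4 for CREBBP, about 0.45 for SMAD4, about 0.12 for CDK1, about 0.5 for ATM, about 0.28 for MDM4 and about 0.17 for CCNG1 in Fig. 7A, read by eye. The RNA-seq fold changes were 1.13, 1.21, 1.23, 1.21, 0.886, 1.22, 1.16, 1.22, 1.23, 0.909, 0.863, 0.906, 0.885 and 0.928, with the same directions. None of the alternatives set before the data were examined came within 1.5 times for any of these 14 genes.

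The paper's qRT-PCR has TFCP2L1, DPPA3 and DNMT3L higher in 3-D grown cells, and the RNA-seq log2 fold changes were −0.06, −0.07 and −0.06, with adjusted p of 0.734, 0.837 and 0.776 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). DPPA3 was above 0 with offsets for gene length and GC content (0.0075) and with the replicate block and offsets (0.013). It was 0.085 without 2-D replicate 2 and 0.052 without 3-D replicate 2, where DNMT3L was 0.070. SOX2, which the paper has higher in 3-D grown cells, was called with no filter on low counts, with the replicate block and with the block and offsets. TUBB2A, listed in Figure 4 as higher in 2-D grown cells, had a log2 fold change of −0.05 and was called under 0 of the 14 alternatives. In the authors' deposited table, 89 of the 91 matched labels of Figure 4 had an unadjusted p below 0.05 (DESeq2, Wald test). A misread label or a wrong match to a gene stays open for TUBB2A.

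In Figure 6 the paper marks its genes at a p limit, and its text adds an FDR limit. All but PDPK1 and CSNK2A1 of the labels read from that figure had an unadjusted p below 0.05 here with edgeR's quasi-likelihood test. Fewer did in the authors' deposited table (DESeq2, Wald test). These were 34 of the 47 genes of Figure 6A, 20 of the 33 of Figure 6B and 14 of the 18 of Figure 6C. With library size only, 18 of 38, 13 of 25 and 3 of 5 genes shown there as higher in 3-D grown cells did. PDPK1 had a log2 fold change of 0.09 and CSNK2A1 one of 0.05, with unadjusted p of 0.0746 and 0.141 and adjusted p of 0.293 and 0.414 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and they were called under 0 of the 14 alternatives. Other genes of Figure 6 that were not called after adjustment were called under some alternatives. The replicate block called COL6A2, ERBB2, LAMB2, LEF1, ROR2, PIK3CD and CTNNB1. No filter on low counts called ERBB2, LAMC1, LAMB2, LEF1, ROR2, RBX1, PIK3CD and CTNNB1, and library size only called PIK3CD, RBX1, ZMAT3, CCNB1 and CTNNB1. The block and offsets called PPP1R12A, LEF1, PIK3CD and CTNNB1, offsets alone PPP1R12A and PIK3CD, and the filter of at least 10 counts and limma-trend PIK3CD and CTNNB1. DESeq2 called CTNNB1. Of the alternatives chosen after seeing the values, thinning called THBS2, the fit without legacy mode called ROR2, PIK3CD and CTNNB1, and the prior called CTNNB1. None of the 14 alternatives called COL4A1, ITGA5, ITGA3, MAPK3, KDR, TNC, AKT1, PRKACA, CACYBP, AXIN2, SKP1, DVL2, CUL1, PRICKLE3, MYC or SFN.

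The paper gives 802 genes for an FDR below 0.01, and that count was reached here at an adjusted p below 0.05 by DESeq2 with a fold change prior, which was chosen after seeing the values and gave 495 genes below 0.01. The authors' deposited table has the same counts, 802 and 495, and its gene at rank 1290 has an adjusted p of 0.156.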

Other observations

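The tests of offsets as a whole cause, of depth, of the standard error of DPPA3 and of mitochondrial genes were chosen only after the results were seen.

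Genes higher in 3-D grown cells had more GC content than genes higher in 2-D grown cells (medians of 51.5 and 44.4%). The Spearman rho of the log2 fold change with GC content was 0.14 over 22467 genes and 0.30 over the 6109 genes above a log2 CPM of 5, and with gene length it was 0.07 and 0.03 (0.026). Genes are not independent replicates. The length of called genes went the other way with library size only (medians of 4109 in 3-D and 4974 in 2-D, against 5215 and 3752). It also did with offsets for gene length and GC content (4265 and 4459), where the median GC contents were 47.3 and 47.1%. A GC and length trend as the whole cause of the calls is argued against, as far as the offsets removed it, since 78.6% of the calls were also made with them. Over all 22467 genes they left a rho of 0.010 with GC content and −0.03 with length, and over the 6109 genes 0.08 and −0.08, so a part of the GC trend remained among abundant genes and the length trend there changed sign and grew. Whether the GC trend itself came from library preparation or from the culture stays open, since each condition has its own libraries. The lower depth of the 3-D libraries as the cause of the direction of calls is also argued against, since 1287 of the 1782 calls were also made with the 2-D libraries thinned, 753 of 1307 calls then being higher in 3-D.

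Core and naive genes of Figure 2J changed little in the RNA-seq. Of 8 genes 5 were higher in 3-D grown cells and 0 were called (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), while NANOG and SOX2 had an unadjusted p below 0.05. Log2 fold changes with standard errors were 0.04 and 0.06 for POU5F1, 0.08 and 0.03 for NANOG, 0.14 and 0.05 for SOX2, 0.51 and 0.38 for KLF17, 0.09 and 0.10 for KLF4, −0.06 and 0.07 for TFCP2L1, −0.07 and 0.14 for DPPA3 and −0.06 and 0.10 for DNMT3L. SOX2 was at 0.020 without 3-D replicate 1, and reached 0.25 with another library left out. With single libraries left out, KLF17 ran from 0.07 to 1.08, NANOG from 0.038 to 0.12 and KLF4 from 0.017 to 0.15. TFCP2L1 ran from −0.10 to −0.0020. Reversals without single libraries are given above for POU5F1, DPPA3 and DNMT3L. POU5F1 has 6 near-identical copies on alternate contigs and DPPA3 has 1 copy. Too few counts to see a change of the size in the qRT-PCR is argued against for DPPA3 by its standard error of 0.14, and stays open for KLF17, with 0.703 and 0.981 normalized CPM.

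Matrix genes of fibroblasts were higher in 3-D grown cells. The fibroblast list had a median log2 fold change of 0.17, with 10 of 12 genes higher (camera, Benjamini-Hochberg adjusted p = 4.62e-04, and 0.123 with fry), and COL1A1, COL3A1, POSTN, THY1 and TAGLN were called. Fibroblast cells could bring such transcripts, and 4 of 5 abundant ones were higher. COL1A1 was higher by 0.29, COL3A1 by 0.73, SPARC by 0.04 and VIM by 0.09 on the log2 scale, while COL1A2 was at −0.04. The paper's feeders were mouse cells, and cells were moved to feeder-free culture before encapsulation. Reads were mapped to the human genome. Carried-over feeder cells are thus argued against as the source of the higher values in 3-D grown cells. COL1A2 was above 0 (0.017) without 3-D replicate 1, and SPARC was at −0.024 with library size only. Differentiation in the scaffolds was weighed with the core pluripotency list, whose median was 0.040, or −0.024 with library size only. Its members go both ways, so neither human fibroblast cells nor differentiation is decided, and a change of matrix genes with the 3-D culture stays open.

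p53 targets were lower in 3-D grown cells, as less p53 activity would give (camera, Benjamini-Hochberg adjusted p = 0.00607, and 0.0464 with fry). This test could have come out the other way, yet 3 of these targets are also on a figure of the paper. The median of −0.06 was −0.09 without 3-D replicate 2. Wnt targets (0.0715, and 0.0358 with fry), YAP targets (0.598, and 0.402 with fry) and hypoxia genes (0.742, and 0.400 with fry) did not pass with camera (Benjamini-Hochberg adjusted p). More Wnt signaling, more YAP activity and low oxygen inside the colonies stay open. Members of each list go both ways, as do those of the p53 list, where 6 of 29 were higher. Less p53 activity is not settled either. With camera's estimated correlation, p53 and Wnt targets both had a Benjamini-Hochberg adjusted p of 0.452. The YAP list had a median of 0.03, and of 0.082 without 3-D replicate 1 and −0.030 without 3-D replicate 2 (AMOTL2 called, higher in 3-D). The hypoxia list had a median of 0.02, from −0.00013 (without 3-D replicate 2) to 0.0063 across the 4 fits without a library, and −0.048 with library size only (BNIP3 and ALDOA called, lower by 0.23 and 0.85). ALDOA had a mean of only 7.89 normalized CPM in 2-D and 4.34 in 3-D grown cells. ENO1 of the same list had 1629 and 1645. Why the counts of ALDOA were so low was not tested, so its change is uncertain.

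The 13 mitochondrially encoded proteins were higher in 3-D grown cells and nuclear respiratory chain genes lower, with median log2 fold changes of 0.76 and −0.18. Other mitochondrially encoded RNAs were not all higher. Transfer RNAs went both ways, with MT-TS1, MT-TD, MT-TQ and MT-TA called lower and MT-TV, MT-TY and MT-TP called higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment; listed after their values were seen). The ribosomal RNAs MT-RNR1 and MT-RNR2 were at −3.02 and −1.94 without passing, and at 1.69 and 2.05 without 2-D replicate 2. The directions of the medians held in all 4 fits without a library (0.74 to 0.80, and −0.22 to −0.12). GC content or gene length bias is argued against, for the proteins, since their median was 0.81 with offsets. A difference in mitochondrial RNA between library preparations and a change with the culture both stay open, and neither was tested.

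Other marker lists follow with their median log2 fold change and their adjusted p with camera and with fry (Benjamini-Hochberg). Core pluripotency had 0.571 and 0.0464, with no gene called. Primed pluripotency had 0.08, 0.0185 and 0.0358, with SFRP2, THY1, CDH2 and SALL2 called higher in 3-D. Naive pluripotency had 0.09 (0.012 without 2-D replicate 1, 0.14 without 3-D replicate 1, 0.052 without 3-D replicate 2), 0.439 and 0.238, with KLF5 called higher. Proliferation had 0.04 (0.071 without 2-D replicate 2, 0.062 without 3-D replicate 2, −0.029 with library size only), 0.141 and 0.0358, with MKI67, PLK1 and MCM5 called higher and CDK1 lower. Mesoderm had 0.08 (0.22 without 3-D replicate 1), 0.143 and 0.0905. Endoderm had 0.07 (0.14 without 2-D replicate 1, 0.22 without 2-D replicate 2, 0.026 without 3-D replicate 1), 0.410 and 0.123. Immediate early genes had 0.06 (0.029 without 2-D replicate 1, 0.00063 without 3-D replicate 1), 0.769 and 0.192. Neural ectoderm had 0.013 and trophoblast −0.029, each with 0.769 and 0.588. Neural ectoderm was below 0 without 2-D replicate 2 (−0.045), 3-D replicate 1 (−0.044) and 3-D replicate 2 (−0.063), and trophoblast above 0 without the same libraries (0.15, 0.11 and 0.13). Without 2-D replicate 1 they were at 0.078 and −0.20. In the last 5 lists no gene was called. The camera results past 0.05 are those of fibroblast, p53 and primed lists, of which p53 and primed also pass fry and none passes camera with an estimated correlation (lowest adjusted p 0.452).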
